# Water-deficit responsive microRNAs in the primary root growth zone of maize

**DOI:** 10.1186/s12870-019-2037-y

**Published:** 2019-10-24

**Authors:** Candace M. Seeve, Ramanjulu Sunkar, Yun Zheng, Li Liu, Zhijie Liu, Michael McMullen, Sven Nelson, Robert E. Sharp, Melvin J. Oliver

**Keywords:** Drought, Water-deficit, microRNA, Small RNA-seq, Degradome, Primary root, Growth zone, Environmental stress, *Zea mays* L

## Abstract

**Background:**

MicroRNA-mediated gene regulatory networks play a significant role in plant growth and development and environmental stress responses.

**Results:**

We identified 79 microRNAs (miRNAs) and multiple miRNA variants (isomiRs) belonging to 26 miRNA families in the primary root growth zone of maize seedlings grown at one of three water potentials: well-watered (− 0.02 MPa), mild water deficit stress (− 0.3 MPa), and severe water deficit stress (− 1.6 MPa). The abundances of 3 miRNAs (mild stress) and 34 miRNAs representing 17 families (severe stress) were significantly different in water-deficit stressed relative to well-watered controls (FDR < 0.05 and validated by stem loop RT-qPCR). Degradome sequencing revealed 213 miRNA-regulated transcripts and trancriptome profiling revealed that the abundance of 77 (miRNA-regulated) were regulated by water-defecit stress. miR399e,i,j-3p was strongly regulated by water-defcit stress implicating the possibility of nutrient deficiency during stress.

**Conclusions:**

We have identified a number of maize miRNAs that respond to specific water deficits applied to the primary root growth zone. We have also identified transcripts that are targets for miRNA regulation in the root growth zone under water-deficit stress. The miR399e,i,j-3p that is known to regulate phosphate uptake in response to nutrient deficiencies responds to water-deficit stress, however, at the seedling stage the seed provides adequate nutrients for root growth thus miR399e,i,j-3p may play a separate role in water-deficit responses. A water-deficit regulated maize transcript, similar to known miR399 target mimics, was identified and we hypothesized that it is another regulatory player, moderating the role of miR399e,i,j-3p, in primary root growth zone water deficit responses.

## Background

Drought is the most important abiotic factor limiting maize productivity globally [1, 2]. Consequently, there is significant interest in identifying the components, from the physiological to the molecular, that contribute to drought tolerance. Tolerance to a soil water deficit involves two mechanisms: avoidance of plant and cellular dehydration, and when dehydration occurs, acclimation to maintain normal growth and reproduction as much as possible [3–5]. Drought-tolerant maize (*Zea mays* L.) hybrids that maintain higher grain yield under water limited conditions do so primarily through dehydration avoidance [2, 3, 6]. Plant physiological adaptations such as a shorter anthesis-silking interval [6], inhibition of shoot growth [7], and changes in root architecture [8–10] facilitate dehydration avoidance by maintaining a more favorable soil-plant water balance throughout growth and development [2, 3, 6]. In a meta-analysis of several physiological adaptations that facilitate dehydration avoidance in maize, Hammer et al. [10] specifically pointed to a larger maize root system architecture as an important contributor for improved yield performance under drought.

Under water deficit conditions, some types of roots possess the ability to continue elongation at low water potentials (Ψ_w_) that completely inhibit shoot growth [11–13]. This capacity is pronounced in the primary root of developing seedlings in a range of species including maize [14, 15], and the physiology of this response has been studied extensively (for review, see [16]). Characterizing the gene regulatory networks that maintain maize root growth under water deficits would provide genetic and biotechnological targets to favorably manipulate a key drought tolerance trait and ultimately improve yield in drought conditions. Gene regulatory networks are comprised of trans-regulatory molecules, including transcription factors (TFs) and regulatory small RNAs, that bind to sequence-specific cis-regulatory elements in or near the genes or transcripts that they regulate [17]. Several studies have focused on identifying TF gene transcripts and genome-wide networks of co-expressed genes that are differentially regulated in the maize primary root growth zone under water deficit stress [5, 15, 18, 19]. However, the expression patterns and roles of regulatory small RNAs in response to water deficit stress in the maize primary root growth zone have not been explored to equal depth.

Among the different classes of regulatory small RNAs, microRNAs (miRNAs) have been recognized as important post-transcriptional trans-regulatory factors in gene regulatory networks controlling development and in response to abiotic stresses [20–22]. Plant microRNAs (miRNAs) are endogenous noncoding RNAs generally 21 nt long that post-transcriptionally regulate target gene expression. Mature miRNAs originate from a longer primary transcript (pri-miRNA) transcribed from the miRNA gene. The pri-miRNA folds imperfectly to form a hairpin loop that is processed by DICER-LIKE enzyme 1, and is released as a double-stranded miRNA/miRNA* duplex. Both strands of the duplex may be incorporated into the RNA-induced silencing complex (RISC) where they regulate complementary target mRNAs, most often by guiding cleavage of the target [23]. Studies in multiple species, including a study that compared miRNA-associated regulatory patterns of two contrasting maize genotypes (drought tolerant vs. sensitive), have found that a large number of miRNAs are differentially expressed under water deficit conditions, and subsequently regulate the expression of other drought-responsive genes [20–22, 24].

To identify miRNAs that are differentially regulated by water deficit stress in the maize seedling primary root growth zone, we used Illumina sequencing to examine the global expression of miRNAs in the 1-cm apical region of the primary root exposed to either a mild ((Ψ_w_ of − 0.3 MPa) or severe (Ψ_w_ of − 1.6 MPa) water deficit stress applied using a vermiculite culture system [14]. We identified putative mRNA targets of water deficit stress-responsive miRNAs, and examined patterns of target transcript abundance under water deficit stress treatments relative to well-watered conditions from degradome and RNA-seq libraries, respectively.

## Results

### Maize seedling primary root growth under water deficit stress

Maize seedlings were grown under mild (Ψ_w_ of − 0.3 MPa), severe (Ψ_w_ of − 1.6 MPa), or no stress/control conditions (Ψ_w_ of − 0.02 MPa) for 26 h. The resulting root growth zone tissue Ψ_w_ were – 0.30 MPa (+/− 0.02) for the − 0.02 MPa treatment, − 0.50 MPa (+/− 0.02) for the − 0.30 MPa treatment, and − 1.64 MPa (+/− 0.04) for the − 1.6 MPa treatment. The growth responses of the primary root grown under water deficit stress were similar to those described previously for B73 in the same system which showed that root growth rates were approximately 38 and 18% of well-watered rates in the mild and severe stress treatments, respectively [5, 25].

### Detection of microRNAs in the primary root growth zone exposed to well-watered or water deficit conditions by small RNA-seq

The total number of reads generated for each of the 12 libraries ranged from 2,823,122 to 4,990,091 reads (Additional file 3: Table S3). More than 80% of the reads of each library mapped to the maize B73 RefGen_v3 (Release 5b+) genome indicating that the libraries were of high quality (Additional file 3: Table S3). The number of unique reads in each of the twelve libraries ranged from 743,923 to 1,195,411 reads (Additional file 3: Table S3). The small RNA sequences were 21- to 25-nt in size with the largest percentage of sequences that mapped to the maize genome being 24-nt long (Fig. 1 a), and the largest percentage of sequences that aligned to miRbase being 21-nt long (Fig. 1 b). The distribution of small RNA sequence lengths is similar to those reported previously [26–28]. A total of 79 maize miRNAs were identified (Additional file 4: Table S4). For 47 of these, length or sequence variants were detected (Additional file 5: Table S5). The miRNA sequence variants, described as miRNA isoforms (isomiRs), may be generated by modification of the miRNA precursor nucleotide sequence, by imprecise cleavage during miRNA biogenesis, or by nucleotide addition or trimming of the mature miRNA sequence [20, 29–31]. The majority of isomiRs detected perfectly matched the sequence of a reference maize miRNA, but the isomiR sequence had nucleotide variations at the 5′ and/or 3′ ends. A large number of sequence and length variants isomiRs were also detected. These variant isomiRs included sufficient sequence and length variations such that the isomiR sequence did not align perfectly to any maize miRNA locus or other loci (Additional file 5: Table S5).

**Fig. 1:**
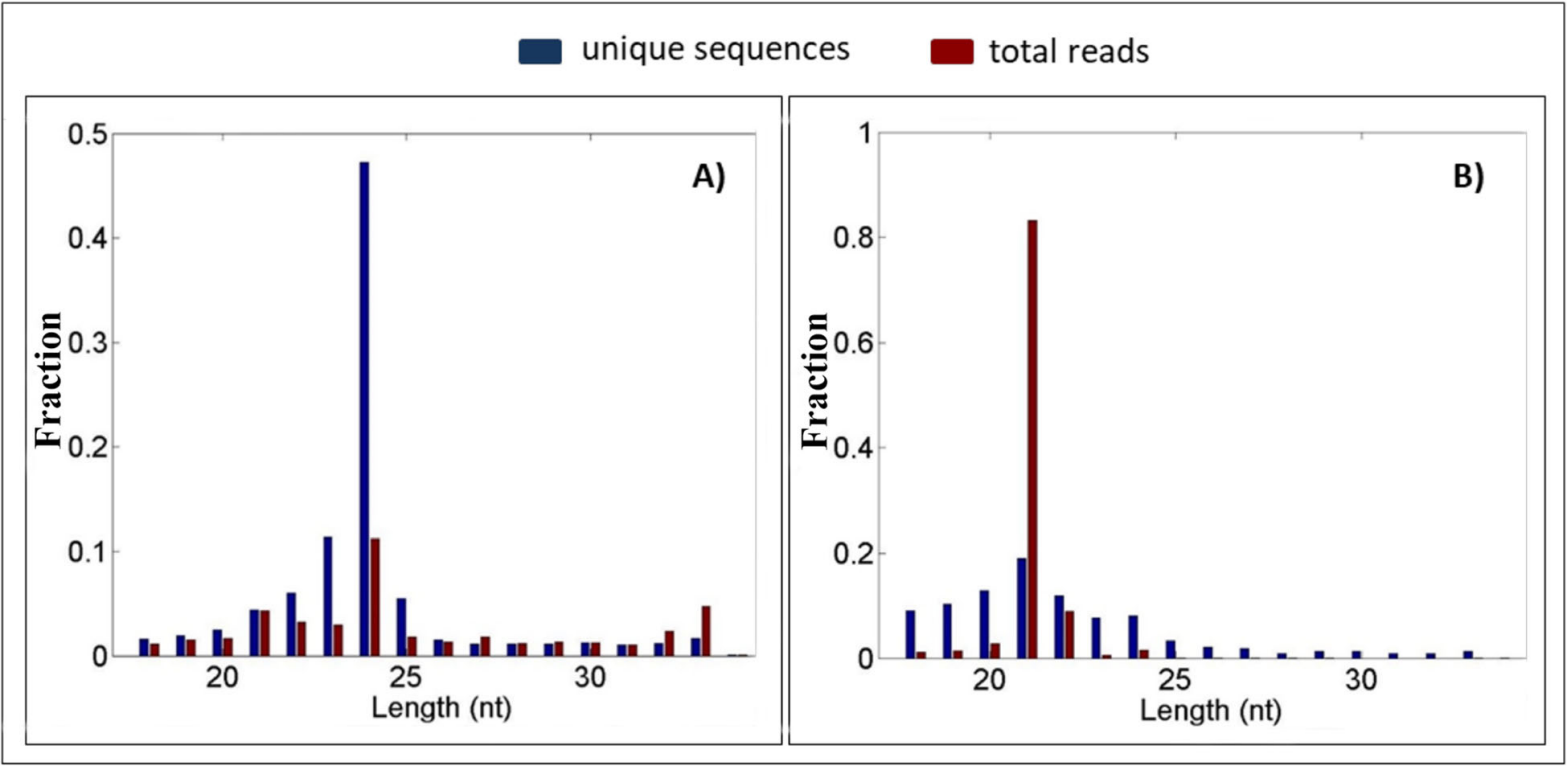
**a** Length distribution of total reads (red bars) and unique sequences (blue bars) mapped to the maize genome. **b** Length distribution of total reads (red bars) and unique sequences (blue bars) mapped to a pre-miRNA annotated in miRBase

The miRNAs that were detected in the maize seedling primary root growth zone belonged to 26 different miRNA families (Additional file 4: Table S4). The majority of these miRNA families are known to be conserved widely across the plant kingdom including miR156, miR159, miR160, miR164, miR165/miR166, miR167, miR168, miR169, miR171, miR319, miR390, miR393, miR394, miR395, miR396, miR398, miR399, and miR408 [32–34]. The only highly conserved miRNA family for which members were not detected was miR397. Three families—miR529, miR827, and miR2118—are moderately conserved families that have been detected across several monocot and dicot plant species, and two families—miR444, and miR528—are monocot-specific miRNA families [32–34]. The monocot-specific miR437 family was also absent from the maize seedling primary root growth zone libraries. The remaining miRNA families, miR5139, miR8155, miR8175 and miR894, are either not widely conserved, or their conservation has not been described [32–34].

The abundance of the detected miRNA families varied extensively from fewer than 10 RPTM per sample to more than 300,000 RPTM per sample (Additional file 10: Figure S2). With an average of > 300,000 RPTM per sample, the miR166 family was the most abundantly expressed family and was at least ten times more abundant than any other miRNA family detected in the primary root growth zone (Additional file 10: Figure S2). The miR166 family transcript levels were extremely abundant in the primary root growth zone across all treatments suggesting that miR166 family miRNAs are not solely stress-responsive and likely have essential roles in regulating primary root growth and development. These results are consistent with previous studies exploring miRNA abundances [35] and miR166 function [36–38] in the root system of other plant species. The miR156, miR159, miR168, miR319, and miR396 families were moderately abundant in the maize seedling primary root growth zone with > 1000 RPTM per sample (Additional file 4: Table S4). Several of the highly conserved miRNA families were expressed at low abundances in the primary root growth zone:miR160, miR164, miR167, miR169, miR171, miR390, miR393, miR394, miR395, miR398, miR399, and miR408 (Additional file 4: Table S4).

### Identification of miRNAs that are differentially regulated under water deficit stress

Among the miRNAs detected in the primary root growth zone, 34 miRNAs were differentially regulated in response to water deficit stress (FDR <0.05) (Table 1). The miRNAs that were differentially regulated by water deficit stress belonged to 17 miRNA families, which represents more than half of the miRNA families that were detected. The large number of differentially regulated miRNAs that were observed indicates that miRNAs likely play a key role(s) in regulating water deficit-induced primary root growth responses. The largest number of miRNAs were differentially regulated in the severe stress treatment only (Fig. 2), whereas only 3 miRNAs were differentially regulated in the mild water deficit stress alone: zma-miR168a-3p, zma-miR169r-3p, zma-miR159c, d-3p. (Fig. 2). None of the differentially-regulated miRNAs were inversely regulated under the two different water deficit stress conditions (Table 1). For the seven miRNAs that were differentially regulated by both mild and severe water deficit stress (Fig. 2), the magnitude of change in transcript abundance was usually similar in both treatments or was smaller in the mild stress treatment than in the severe treatment (Table 1). The exception to this trend was zma-miR399e, i, j-3p for which the magnitude of change in transcript abundance was much larger under mild stress than under severe stress (Table 1).

**Table 1:** List of water deficit stress-regulated miRNAs detected in the primary root growth zone by small RNA-seq.

miRNA ID	WW R2	WW R3	WW R4	WW R5	3R1	3R2	3R3	3R4	log_2_ FC	pvalue	FDR
zma-miR399e, i, j-3p	13	9	7	4	108	80	100	99	3.39	1.1E-20	2.4E-18
zma-miR396c, d	5661	6128	6194	6514	4653	4128	4336	4869	−0.422	7.2E-09	3.2E-07
zma-miR319a-d-3p	5080	5210	5972	4920	3955	3519	3964	4135	−0.422	2.1E-08	7.6E-07
zma-miR168b-3p	252	130	132	138	79	68	89	53	−1.188	9.0E-07	2.4E-05
zma-miR408b-3p, a	405	313	486	418	202	206	186	254	−0.910	8.6E-07	2.4E-05
zma-miR167e-j-5p	301	342	413	365	433	487	558	728	0.653	9.7E-06	1.7E-04
zma-miR168a-3p	218	123	97	152	66	82	86	65	−0.985	4.9E-05	0.001
zma-miR169c-3p	142	101	156	181	92	76	71	84	−0.807	0.001	0.006
zma-miR169r-3p	4	6	0	7	0	0	0	0	−3.78	0.006	0.034
zma-miR159c, d-3p	898	1000	1101	1038	1297	1208	1309	991	0.294	0.008	0.044
miRNA ID	WW R2	WW R3	WW R4	WW R5	16 R1	16 R2	16 R3	16 R4	log_2_ FC	pvalue	FDR
zma-miR396c, d	5661	6128	6194	6514	2446	3064	2597	3271	−0.877	6.7E-32	4.8E-30
zma-miR319a-d-3p	5080	5210	5972	4920	2443	2542	2257	2747	−0.855	1.1E-28	6.0E-27
zma-miR393b-3p	79	120	94	74	355	331	316	376	2.14	2.7E-23	9.6E-22
zma-miR167e-j-5p	301	342	413	365	609	760	736	772	1.26	1.1E-17	2.5E-16
zma-miR390a, b-5p	571	826	944	786	309	274	251	287	−1.23	3.4E-17	6.1E-16
zma-miR393a, c-5p	67	57	73	35	193	257	148	270	2.07	5.8E-17	9.5E-16
zma-miR393b-5p	67	57	73	35	186	257	141	265	2.04	1.9E-16	2.4E-15
zma-miR408b-3p, a	405	313	486	418	75	109	135	142	−1.56	1.7E-15	2.0E-14
zma-miR168b-3p	252	130	132	138	50	66	34	84	−1.34	8.6E-08	8.4E-07
zma-miR319b, d-5p	441	361	465	429	152	251	200	212	−0.832	2.1E-06	1.8E-05
zma-miR166a-3p	313,450	360,388	352,629	343,981	222,704	272,440	228,770	225,716	−0.296	2.5E-05	1.9E-04
zma-miR444a, b	36	35	35	53	50	109	63	86	1.17	3.6E-05	2.6E-04
zma-miR399e, i, j-3p	13	9	7	4	23	17	17	59	1.82	3.8E-05	2.7E-04
zma-miR8155	182	152	292	262	102	89	93	148	−0.791	2.1E-04	0.001
zma-miR166a-5p	160	136	174	124	59	83	61	72	−0.895	2.7E-04	0.002
zma-miR5139	180	152	302	266	107	89	95	156	−0.759	3.5E-04	0.002
zma-miR156a-i, l-5p	1487	1671	1632	1672	1491	1922	1808	1658	0.327	4.3E-04	0.002
zma-miR390a, b-3p	31	32	31	50	16	14	11	8	−1.27	0.002	0.008
zma-miR166c-5p, e	187	142	142	213	86	111	93	61	−0.721	0.002	0.009
zma-miR169c-3p	142	101	156	181	66	106	57	67	−0.750	0.002	0.010
zma-miR396a, b-3p	112	114	108	78	30	71	46	61	−0.797	0.003	0.011
zma-miR827-3p	319	320	274	333	134	220	165	217	−0.549	0.003	0.012
zma-miR169f-5p, g, h	31	28	35	57	18	14	13	11	−1.13	0.004	0.015
zma-miR167c-3p	4	13	3	0	0	0	0	0	−3.99	0.005	0.018
zma-miR156h-3p	58	79	73	60	23	40	38	31	−0.800	0.006	0.021
zma-miR399a, c, h-3p	34	32	17	18	5	9	8	17	−1.240	0.007	0.026
zma-miR156i-3p	9	0	3	4	0	0	0	0	−3.77	0.008	0.028
zma-miR156a-3p	11	9	3	4	16	31	17	8	1.45	0.009	0.030
zma-miR167e-3p	29	16	31	32	55	46	25	42	0.837	0.010	0.032
zma-miR167a-d-5p	54	47	45	57	57	86	65	72	0.670	0.014	0.045
zma-miR398b-5p	58	73	69	106	25	31	59	42	−0.670	0.015	0.048

miRNAs that were differentially regulated by mild water-deficit stress (FDR <0.05) are listed first followed by miRNAs differentially regulated by severe water-deficit stress (FDR <0.05). The miRNA abundance in each library is represented in RPTM. WWR2-WWR5 are libraries constructed from primary root growth zone RNA under well-watered conditions, 3R1-3R4 from mild water deficit-stressed, and 16R1-16R4 severe mild deficit-stressed treatments. The log_2_FC, *p*-value, and false discovery rate (FDR) were calculated with EdgeR

**Fig. 2:**
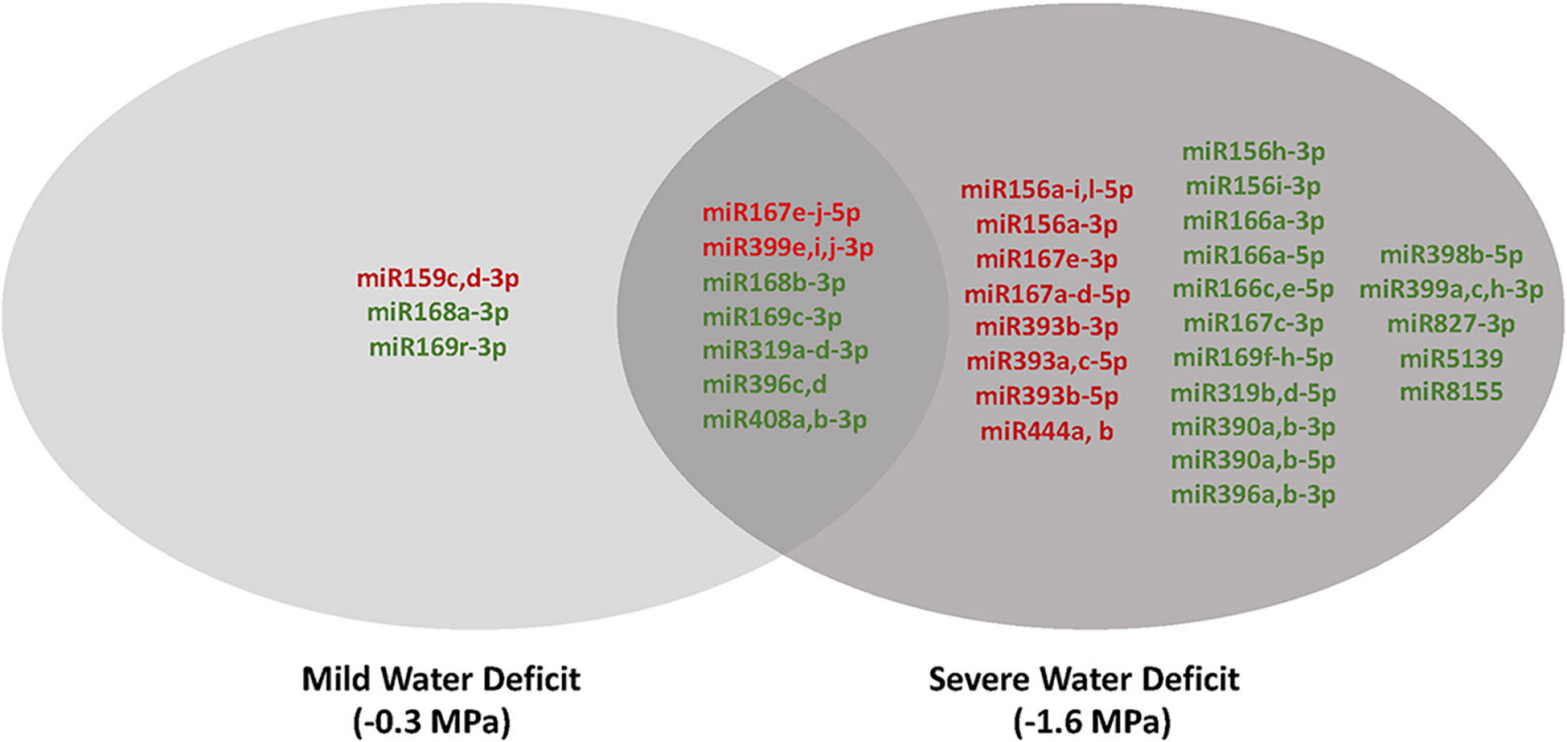
miRNAs for which abundance significantly changed in the maize seedling primary root growth zone under water deficit-stress treatments in comparison to control conditions. Green text indicates that miRNAs were significantly less abundant in the maize seedling primary root growth zone under water deficit-stress than under control conditions. Red text indicates that miRNAs were significantly more abundant in the maize seedling primary root growth zone under water deficit-stress than under control conditions

To verify the results obtained by small RNA-seq, the relative abundances of 11 miRNAs in the primary root growth zone were measured by stem loop SLRT-qPCR (Additional file 11: Figure S3). The SLRT-qPCR data demonstrate a relatively strong correlation between the transcript expression values and trends in accumulation and depletion between the two methods of analysis for both the mild (Spearman’s correlation coefficient - rho = 0.83, *p* = 0.042) and severe water deficit treatments (Spearman’s correlation coefficient - rho = 0.89, *p* = 0.0068). The correlations are not perfect which may be a reflection of the relative sensitivities of the two methods to determine transcript abundance. The data also must be viewed with the following caveat. While the stem-loop method for miRNA quantification is specific enough to distinguish between single base differences between miRNAs [39], SLRT-qPCR is still not specific enough to distinguish between all individual miRNA family members or between a miRNA and isomiRs with a 5′ and/or 3′ nucleotide extension. In these cases the results may then represent the average change in the abundance of multiple miRNAs and/or isomiRs that are regulated differently under water deficit stress.

### Identification of gene transcripts regulated by primary root growth zone-expressed miRNA and changes in abundance under water deficit stress

To experimentally identify candidate transcripts regulated by miRNA cleavage in the primary root growth zone, degradome libraries were constructed from a single biological replicate for each water stress condition (Additional file 6: Table S6). The target transcripts of known maize miRNAs annotated in miRBase were predicted based on the expected cleavage site with in the miRNA complementary region as identified in the degradome sequence data. In total 223 different miRNA-regulated gene transcripts were detected by degradome sequencing of primary root growth zone tissue grown under well-watered, mild, or severe water deficit conditions (Additional file 7: Table S7). One hundred twenty-four of the miRNA-regulated gene transcripts were predicted to be targets of primary root growth zone-expressed miRNAs identified in this study by small RNA-seq (Additional file 7: Table S7). The transcripts were predicted to be the targets of 37 different miRNAs belonging to 22 of the 26 miRNA families that were detected in the primary root growth zone. The primary root growth zone-expressed miRNA family for which no target transcripts were detected were miR2118, miR5139, miR8155, and miR8175. Targets of additional miRNA families that were not detected in the primary root growth zone by small RNA-seq in this study were also detected. These were miR162, miR172, miR482, and miR2275. Roughly 30% of the miRNA-target transcript interactions that were identified were conserved (Additional file 7: Table S7) when being compared to similar relationships between the miRNA and transcript targets in Arabidopsis and rice [40] .

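The RNA-seq data comprised 9 libraries of maize inbred B73, with 3 biological replicates each from well-watered (-0.02 MPa), mildly stressed (-0.3 MPa) and severely stressed (-1.6 MPa) roots. Every replicate pooled the apical 1 cm of 5 primary roots, harvested at 26 h. For the mild treatment the title of the deposited data gives -0.03 MPa, whereas the sample labels and the paper give -0.3 MPa, which is the value used here. The authors mapped the trimmed reads to the gene models of B73 RefGen_v3 (Release 5b+) with CLC Workbench, and deposited for each library the number of reads counted on each of 63074 transcripts, without normalization. These counts are given as total reads and as unique reads, which were counted on that transcript alone. The authors also deposited the abundance of 46599 of these transcripts in CPM, the reads of a transcript relative to the depth of its library, and these values equal the total reads divided by their sum over the listed transcripts. That sum was 34268861, 43368560 and 42283286 reads for well-watered replicates 1, 2 and 3. It was 40453129, 33385679 and 41063955 reads for mild stress replicates 1, 3 and 4, and 52047078, 51277923 and 35458142 reads for severe stress replicates 1, 2 and 5. Unique reads made up 48.1% to 48.7% of each library, so the abundance of a transcript that shares sequence with another transcript of its gene or with a related gene depends on how shared reads were assigned, which the paper's text does not describe. A count of 3 reads, taken as the smallest detectable abundance, was 0.058 CPM in the largest library and 0.09 CPM in the smallest. This floor covers counting error only. Across the 33201 transcripts with a mean of at least 1 CPM, Pearson's r of log2 abundance between replicates was 0.976 to 0.978 under well-watered conditions, 0.976 to 0.977 under mild stress and 0.966 to 0.973 under severe stress. The total reads of the 46599 listed transcripts in all 9 libraries were fitted in edgeR with TMM normalization (factors between 0.962 and 1.06) and treatment as the only term, and each stress was compared with the well-watered roots by the quasi-likelihood F-test. P-values were adjusted over all 46599 transcripts after Benjamini and Hochberg, and transcripts with an FDR below 0.05 are referred to as changed. The small RNA and degradome libraries were not analysed here, and changes of miRNAs are the paper's values from Table S4.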

To assess whether the abundance of miRNA-regulated gene transcripts detected by degradome sequencing changed under water deficit conditions, transcriptome sequencing was performed on primary root growth zone tissue grown under identical conditions. Twenty-seven gene transcripts predicted to be regulatory targets of water deficit-responsive miRNAs were detected by RNA-seq (Additional file 8: Table S8). 

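Reads of all 27 transcripts listed in Table S8 were counted in each of the 9 libraries, with 20 to 9738 reads per transcript and library. Their mean abundance over the 9 libraries ranged from 1.54 CPM for GRMZM2G033612_T02, a predicted target of miR396c, d, to 193 CPM for GRMZM2G369839_T01, a predicted target of miR168a-3p. In RefGen_v3 GRMZM2G033612_T02 lies on chromosome 5 from 13818620 to 13821440 and has 4 exons, and GRMZM2G369839_T01 lies on chromosome 3 from 225868207 to 225869130 in a single exon. Abundance reached 10 CPM or more in at least one treatment for 15 of the 27 transcripts. For 14 transcripts, each from a gene with 1 annotated transcript, every read was unique. Unique reads made up less than 20% of the reads of 7 transcripts, with the smallest share (1.26%) for GRMZM2G098594_T06, a transcript of chromosome 6 annotated in Table S7 as a GRF-transcription factor.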

The abundance of 10 of the gene transcripts predicted to be regulated by a water deficit responsive miRNA did not change significantly under water deficit (Fig. 3a). However, seventeen of the 27 gene transcripts were differentially regulated (FDR <0.05) under at least one water deficit condition (Fig. 3b,c). 

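None of the 10 transcripts in Fig. 3a was changed under either stress, with an FDR of 0.284 to 0.978 under mild stress and 0.0606 to 0.885 under severe stress (edgeR's quasi-likelihood F-test). Standard errors of their log2 fold changes under severe stress ranged from 0.0725 to 0.506, so that for those with the largest standard errors only large changes were detectable. GRMZM2G098594_T06 had the largest change, a log2 fold change of -0.89 (SE 0.451, FDR 0.18), from 5.04 ± 2.57 CPM (SD, n = 3) in well-watered roots to 2.87 ± 1.78 CPM (SD, n = 3) under severe stress. Its replicates overlapped between the treatments. GRMZM2G135978_T01, a predicted target of miR393a, c-5p on chromosome 8 (126645845 to 126651380), was closest to the threshold. Its abundance was 55.7 ± 1.43 CPM (SD, n = 3) in well-watered roots and 52 ± 2.37 CPM (SD, n = 3) under severe stress, with every severe stress replicate below every well-watered replicate, and its log2 fold change was -0.21 (SE 0.0725, FDR 0.0606). With unique reads only, the log2 fold change of this transcript was -0.23 with an FDR of 0.0316.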

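Of the 27 transcripts, 15 were changed under severe stress, 7 of them more abundant and 8 less abundant than in well-watered roots, with log2 fold changes between -1.56 and 1.51. Under mild stress 2 of the same transcripts were changed. The other transcripts of Fig. 3b,c did not pass the threshold: GRMZM2G020805_T01 (TCP family transcription factor, severe stress log2 fold change 0.64, SE 0.235, FDR 0.0717) and GRMZM2G067743_T03 (GRF-transcription factor, severe stress log2 fold change 0.45, SE 0.159, FDR 0.0599). Both were more abundant in every severe stress replicate than in every well-watered replicate. A test restricted to the 32778 transcripts with at least 1 CPM in all 3 replicates of a treatment, a filter chosen after the values had been seen and compared with Table S7, gave 17 changed transcripts, with an FDR of 0.0433 for GRMZM2G020805_T01 and 0.0407 for GRMZM2G067743_T03. Among the 15 changed transcripts, 14 had all 3 severe stress replicates outside the range of the well-watered replicates in CPM without TMM factors. The number of changed transcripts moved most when the replicate number of the sample labels was added as a block, which left 5. In that fit mild stress replicate 4 and severe stress replicate 5 have numbers of their own and do not contribute to the comparisons. The mean correlation of deviations from the treatment means was 0.017 over 5 same-numbered pairs of samples and -0.00386 over 22 other pairs, which are not an independent reference, since deviations within a treatment sum to 0. Between well-watered and severe stress libraries, the same-numbered pairs (0.0347 and 0.031) had the highest of the 9 correlations, and the other 7 lay between -0.0483 and 0.0153. All 9 were small, and whether the numbers pair these samples was not settled. With each of the 9 libraries left out in turn, 8 of the 15 transcripts stayed changed under severe stress in every fit and 7 lost significance in at least one. Of the 2 changes under mild stress, that of GRMZM5G866053_T01 was lost in 6 of these fits and that of GRMZM5G848945_T02 in 5. Neither passed with the replicate number as a block (FDR 0.224 and 0.307). Both passed with unique reads. For GRMZM5G866053_T01 these are all its reads, yet its FDR went from 0.0316 to 9.28e-05. The FDR of that fit thus also depends on the other transcripts, and passing it says little about shared reads.

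**Figure D1:**
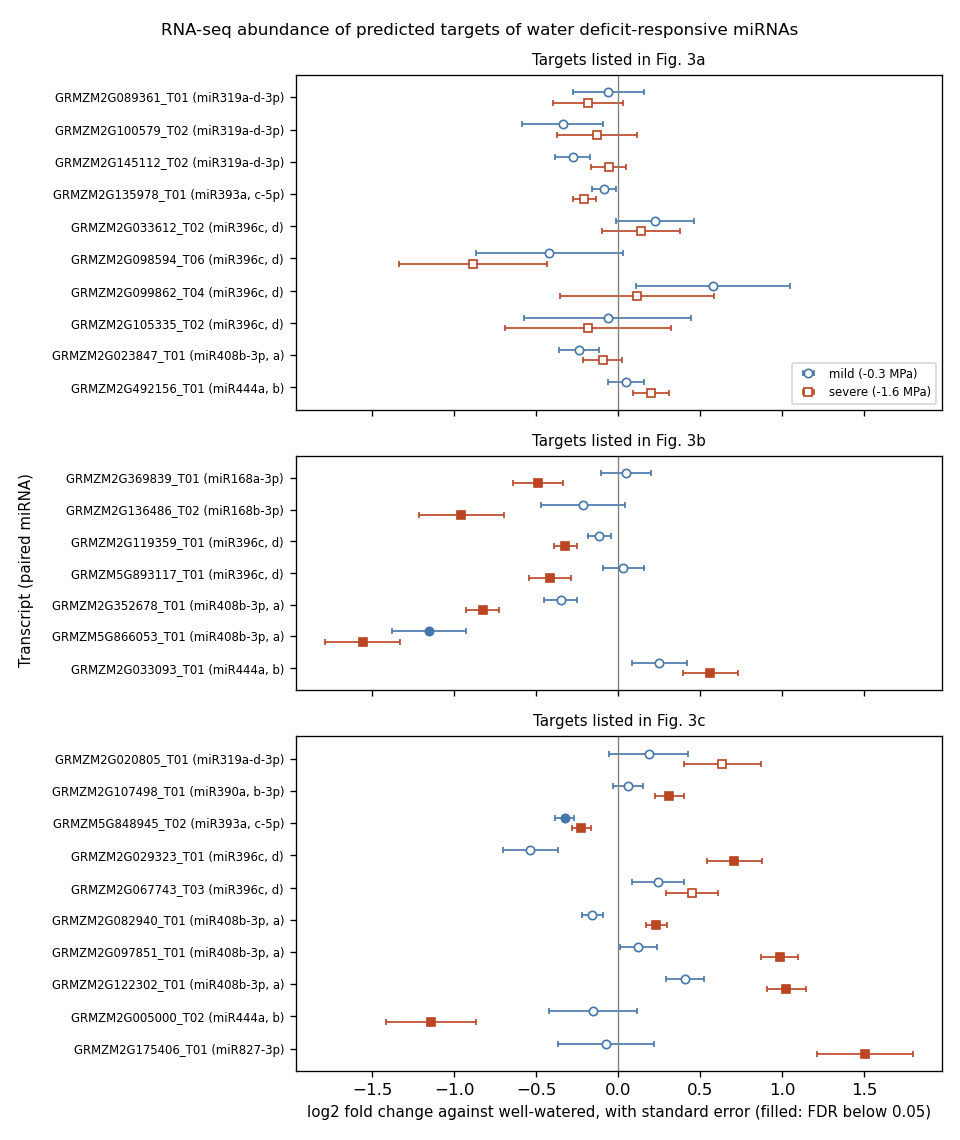
Log2 fold change of the 27 transcripts of Table S8 under mild (circles) and severe (squares) stress against well-watered roots, in the groups of Fig. 3. Bars are standard errors from edgeR's quasi-likelihood fit with 3 replicates per treatment, and filled symbols have an FDR below 0.05. Under severe stress 15 symbols are filled, from -1.56 to 1.51, and under mild stress 2.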

Seven of these were part of a miRNA-transcript pair in which the change in the abundance of the miRNA was positively correlated with the change in the abundance of the transcript (Fig. 3b). 

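All 7 transcripts of Fig. 3b were changed under severe stress in the direction of their miRNA. The largest decrease was in GRMZM5G866053_T01, annotated as basic blue protein-like and located on chromosome 9 (32700595 to 32701200), which fell from 5.85 ± 0.388 CPM (SD, n = 3) to 2.15 ± 0.7 CPM (SD, n = 3, log2 fold change -1.56, SE 0.229, FDR 0.000933) and was also changed under mild stress (2.67 ± 0.326 CPM, SD, n = 3, log2 fold change -1.15, FDR 0.0316). GRMZM2G352678_T01, annotated as chemocyanin on chromosome 1 (36424037 to 36425124), fell from 34 ± 2.19 CPM (SD, n = 3) to 20.6 ± 2.28 CPM (SD, n = 3, log2 fold change -0.82, SE 0.101, FDR 0.000342). Fig. 3 labels the miRNA of both transcripts mir398ab-3p but gives the changes that Table S4 lists for miR408b-3p, a, and Table S7 lists both as targets of miR408. They are treated here as targets of miR408. The only increase was in GRMZM2G033093_T01, a MADS-box transcription factor paired with miR444a, b, from 3.58 ± 0.497 to 5.71 ± 0.186 CPM (SD, n = 3 each, log2 fold change 0.56, SE 0.166, FDR 0.0303). GRMZM2G119359_T01 and GRMZM5G893117_T01, GRF-transcription factors paired with miR396c, d, had log2 fold changes of -0.32 (SE 0.0701, FDR 0.00726) and -0.42 (SE 0.128, FDR 0.0349). GRMZM2G136486_T02, paired with miR168b-3p, had a log2 fold change of -0.95 (SE 0.261, FDR 0.0214), with 9.36% unique reads. In the remaining pair the changes were significant under different treatments. In the paper's values miR168a-3p decreased under mild stress, whereas GRMZM2G369839_T01 was changed only under severe stress. The transcript fell from 205.8 ± 19.6 to 157.6 ± 31.9 CPM (SD, n = 3 each, log2 fold change -0.49, SE 0.152, FDR 0.038). In CPM without TMM factors, 2 of the 3 severe stress replicates lay below the well-watered range.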

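Of the 10 pairs in Fig. 3c, 8 had a target changed under severe stress in the direction opposite to the miRNA. The largest increase was in GRMZM2G175406_T01, paired with miR827-3p and located on chromosome 8 (162588272 to 162589874, 1 exon), from 5.91 ± 0.68 to 18.2 ± 9.05 CPM (SD, n = 3 each, log2 fold change 1.51, SE 0.29, FDR 0.00391). Among the targets of miR408, GRMZM2G122302_T01, a blue copper protein on chromosome 6 (111357274 to 111358520), rose from 29.4 ± 4.64 to 64.3 ± 3.99 CPM (SD, n = 3 each, log2 fold change 1.03, SE 0.118, FDR 0.000241), and GRMZM2G097851_T01 on chromosome 5 (191011831 to 191012938) from 21.2 ± 3.15 to 45.3 ± 4.84 CPM (SD, n = 3 each, log2 fold change 0.99, SE 0.113, FDR 0.000235). The increase of GRMZM2G082940_T01, another blue copper protein, was smaller (log2 fold change 0.23, SE 0.0634, FDR 0.0215). GRMZM2G029323_T01, an AP2/EREBP transcription factor paired with miR396c, d, rose from 33.2 ± 0.31 to 58.6 ± 18.1 CPM (SD, n = 3 each, log2 fold change 0.71, SE 0.167, FDR 0.011), while under mild stress it was at 23.3 ± 1.01 CPM (SD, n = 3), a change that did not pass the threshold (log2 fold change -0.54, FDR 0.17). GRMZM2G107498_T01, paired with miR390a, b-3p, had a log2 fold change of 0.31 (SE 0.0901, FDR 0.0271). The targets that decreased were those of the miRNAs that increased. GRMZM2G005000_T02, paired with miR444a, b, fell from 3.31 ± 0.19 to 1.59 ± 0.657 CPM (SD, n = 3 each, log2 fold change -1.14, SE 0.274, FDR 0.0119), with 10.8% unique reads. GRMZM5G848945_T02, a transport inhibitor response 1-like protein paired with miR393a, c-5p, was changed under both stresses. Its log2 fold change was -0.33 under mild stress (SE 0.0578, FDR 0.0202) and -0.23 under severe stress (SE 0.0577, FDR 0.016).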

And 10 were part of a miRNA-transcript pairs in which an increase or decrease in miRNA abundance was coordinated with an inverse change in the abundance of the target transcript (Fig. 3c). The inverse relationship in the abundance of miRNA to transcript abundance observed for these 10 miRNA-transcript pairs is suggestive of a regulatory relationship between the miRNA and predicted target transcript. However, further experimental validations is required to confirm or eliminate whether any of the transcripts identified in this study are direct regulatory targets of water deficit stress-induced miRNAs.

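The number of inverse pairs was 10 with unique reads in place of total reads, although not the same 10 pairs, since GRMZM2G135978_T01 was among them and GRMZM2G067743_T03 was not. In 9 of them transcript and miRNA changed under the same stress, as in all 8 pairs with total reads. With unique reads GRMZM5G848945_T02 passed the threshold under mild stress (FDR 0.0154) and not under severe stress (FDR 0.0537), while the paper calls its miRNA, miR393a, c-5p, changed only under severe stress. It was 5 when the label mir398ab-3p of Fig. 3 was read as miR398a,b-3p, which Table S4 does not list as significantly changed, a reading added after the data had been examined. With the replicate number as a block, 3 pairs were inverse. From the inverse direction of miRNA and transcript, the paper proposes a regulatory relationship between the miRNA and its predicted target, and leaves to further experiments whether any transcript is a direct target.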

**Fig. 3:**
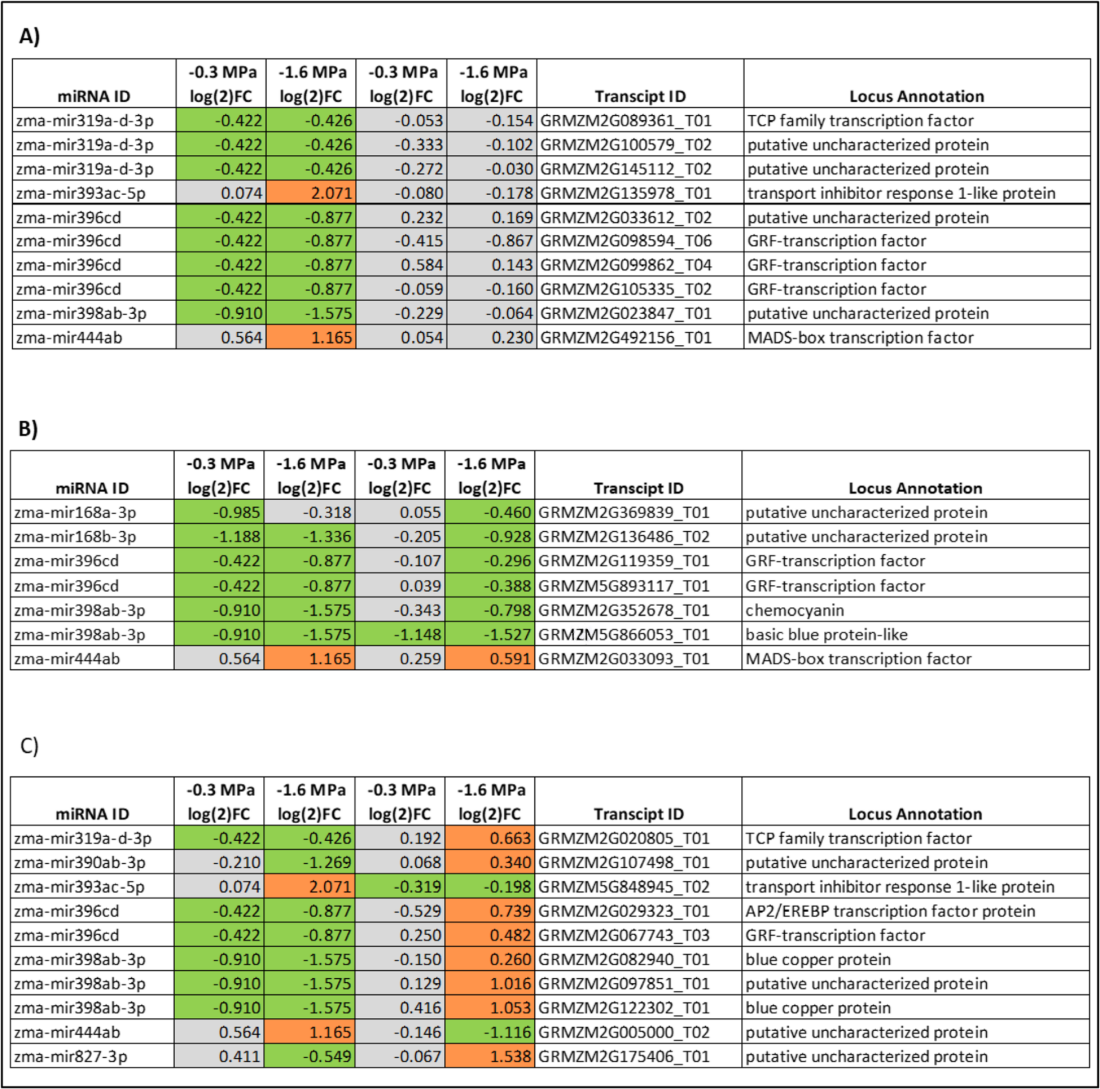
The abundance of water deficit-responsive miRNAs and the abundance of the target transcripts they regulate under mild and severe water deficit stress. Abundance is presented as the log [2] FC in transcript abundance under water deficit stress relative to well-watered conditions. Red indicates a significant increase in target transcript or miRNA abundance under water deficit stress, green indicates a significant decrease in abundance (FDR < 0.05). Gray values were not statistically significant. **a** The predicted target transcript of the water deficit-responsive miRNA was not differentially regulated under any water deficit stress. **b** Water deficit-induced regulation of predicted regulatory miRNA is positively correlated with the regulation of the target transcript. **c** Water deficit-induced regulation of predicted regulatory miRNA is inversely correlated with the regulation of the target transcript

### Identification of a water deficit-induced miR399 target mimic

In these experiments, miR399e, i, j-3p was among the most strongly regulated miRNAs under both mild and severe stress. However, none of the reported targets of miR399e, i, j-3p were identified by degradome sequencing. Targets of the miRNA derived from the 5′ arm of the miR399 precursor, miR399e, i, j-5p, were identified and included two ubiquitin conjugating enzymes, but rather than being inversely correlated with either miR399e, i, j-3p or -5p abundance these ubiquitin conjugating enzyme transcripts were also more abundant under water deficit stress. miR399 has been well characterized as a mobile signal communicating Pi status from shoot to root and regulating phosphate uptake through its target ubiquitin conjugating enzyme, pho2 [35–37]. 

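Table S7 lists 4 transcripts as targets of miR399e, i or j-5p. It annotates GRMZM2G419891_T05 and GRMZM2G409726_T03, both predicted targets of miR399i-5p, as ubiquitin. GRMZM2G419891_T05 lies on chromosome 4 (237425123 to 237427303, 2 exons). Its abundance was 242.7 ± 39.3 CPM (SD, n = 3) in well-watered roots, 242 ± 14.9 CPM (SD, n = 3) under mild stress and 356.6 ± 65.1 CPM (SD, n = 3) under severe stress, and the log2 fold change was -0.03 under mild stress (SE 0.146, FDR 0.964) and 0.45 under severe stress (SE 0.146, FDR 0.0434). Each severe stress replicate lay above every well-watered replicate in CPM. The TMM factors reverse this for severe stress replicate 5 (283 CPM, factor 1.05) and well-watered replicate 3 (271 CPM, factor 0.974) of GRMZM2G419891_T05. Only 0.336% of its reads, 24 to 70 per library, were unique, and with these the change did not pass the threshold (log2 fold change 0.47, FDR 0.213), nor did it in a fit of the well-watered and severe stress libraries alone (log2 fold change 0.47, FDR 0.0723) or in 7 of the 9 fits that each left out 1 library. With the replicate block, to which severe stress replicate 5 does not contribute, the log2 fold change was 0.69 (FDR 0.0193). With the reads of the gene's transcripts summed it was 0.32 (FDR 0.00155). GRMZM2G409726_T03 lies on chromosome 5 (82480400 to 82483258, 3 exons) and had 23 to 58 reads per library. Its abundance was 0.736 ± 0.0593 CPM in well-watered roots and 0.767 ± 0.282 CPM under severe stress (SD, n = 3 each), and it was not changed (log2 fold change -0.05, SE 0.46, FDR 0.951). Most reads of that gene were counted on GRMZM2G409726_T01, which was more abundant under severe stress (539.9 ± 14.5 to 763.8 ± 57.3 CPM, SD, n = 3 each, log2 fold change 0.39, SE 0.0651, FDR 0.00173). Unique reads were 4.87% of its reads and gave a log2 fold change of 0.35 (FDR 0.00175), and with the replicate block the FDR was 0.0395. The target of miR399e-5p, GRMZM2G043749_T03 on chromosome 10, was less abundant under severe stress (log2 fold change -0.37, SE 0.105, FDR 0.0257), and with unique reads the log2 fold change was -0.21 (FDR 0.418). The replicate block gave -0.35 (FDR 0.138), and 4 of the 9 fits that each left out 1 library did not pass the threshold. The target of miR399j-5p, GRMZM2G141704_T02, had 2 to 4 reads per library and was not tested. Most reads of that gene were counted on GRMZM2G141704_T01, which was less abundant under severe stress (168.6 ± 10.6 to 120.1 ± 6.34 CPM, SD, n = 3 each, log2 fold change -0.59, SE 0.0874, FDR 0.000945). Of its reads 40% were unique, with which the log2 fold change was -0.63 (FDR 2.46e-06), and with the replicate block the FDR was 0.0124.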

Another conserved component of the miR399-pho2 signaling pathway that has a role in communicating shoot Pi status to the root is a miRNA target mimic [41–43]. To determine whether a miR399 target mimic that could interrupt the cleavage of target transcripts existed in maize, the sequence of the rice miR399 target mimic was Blast-searched against the maize EST libraries. A contig was assembled from these ESTs, and the contig was aligned to the B73 RefGen_v3 genome assembly. An 82-nucleotide region with high sequence similarity to previously identified miR399 target mimics was located on chromosome 1 of the maize genome (Fig. 4a). The sequence included a region that is nearly identical to multiple miR399 family members (Fig. 4b). Transcription of this RNA was confirmed by RT-qPCR. Furthermore, RT-qPCR analysis showed that the RNA transcript was more abundant in the growth zone of water deficit-stressed compared to well-watered roots in well-watered roots (Fig. 4c).

**Fig. 4:**
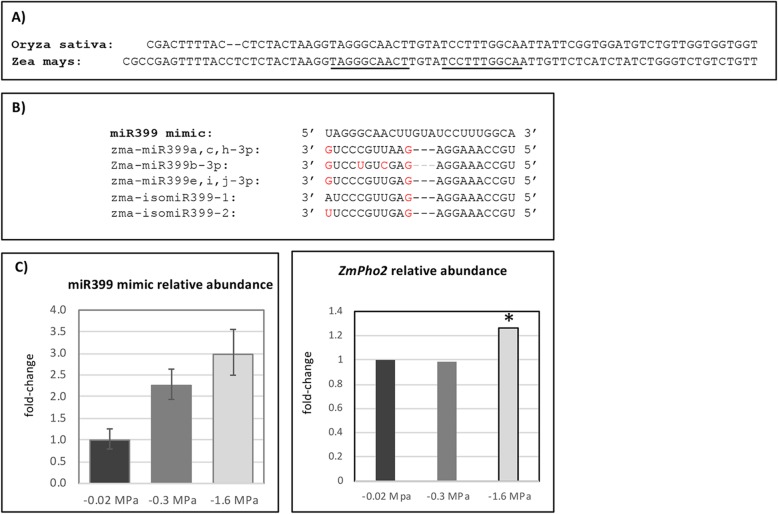
**a** Alignment of DNA sequences of predicted *Oryza sativa* miR399 target mimic (BU673244) identified in Franco-Zorrilla et al. (2017) surrounding the region complementary to miR399 and the predicted *Z. mays* target mimic. Underlined nucleotides are complementary to *Zea mays* miR399-3p family members. **b** Alignment of the miR399-complementary region of the target with miR399-3p and miR399 isomiRs expressed in the primary root growth zone. Red letters for the miR399 and miR399 isomiR nucleotides are not complementary to the miR399 target mimic. **c** Mean relative transcript abundance and standard error of miR399 target mimic in the PRGZ under different water deficit conditions measured by RT-qPCR. **d** Mean relative transcript abundance of pho2 in the PRGZ under different water deficit conditions measured by RNA-seq. The asterisk (*) denotes that pho2 abundance was significantly different under moderate stress

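For Fig. 4d, the pho2 transcript GRMZM2G381709_T01 is the only annotated transcript of its gene and lies on the minus strand of chromosome 6 from 164043237 to 164047725 in 8 exons. Every read counted on it was unique, with 3106 to 7238 reads per library. Its abundance was 94.8, 99 and 107 CPM in well-watered replicates 1, 2 and 3, with a mean of 100.3 ± 6.22 CPM (SD, n = 3). It was 86.3, 93 and 105.2 CPM in mild stress replicates 1, 3 and 4 (mean 94.8 ± 9.59 CPM, SD, n = 3), or 0.946 times the well-watered mean. In severe stress replicates 1, 2 and 5 it was 125.3, 141.2 and 115.2 CPM (mean 127.2 ± 13.1 CPM, SD, n = 3), or 1.27 times the well-watered mean. All 3 severe stress replicates lay above every well-watered replicate in these CPM, while the mild stress replicates overlapped with them. The TMM factors (1.05 for severe stress replicate 5, 0.974 for well-watered replicate 3) bring the closest of these values nearer together.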

## Discussion

Root growth adaptation to soil water deficit conditions is under the control of complex gene regulatory networks [5, 19, 44]. Mapping gene regulatory networks involves identifying the components (regulatory factors and cis-elements) and investigating the interactions among molecules under strictly controlled, reproducible experimental conditions. The vermiculite culture system used in this study is an established system that has been used extensively to apply defined water deficit conditions to the maize seedling primary root, and is effective for reducing confounding factors inherent in administering water deficit stresses [5, 14, 25]. In this framework, profiling the patterns of differentially expressed regulatory molecules within the primary root growth zone is a powerful approach for mapping the regulatory networks that control root growth adaptation to soil water deficit conditions to identify prospective targets for favorably manipulating plant drought tolerance.

Among different classes of regulatory molecules, miRNAs have been implicated as key post-transcriptional regulators of root system architecture and response to water deficit stress [37]. Using small RNA-seq we detected the presence of 79 miRNAs and multiple isomiRs belonging to 25 miRNA families in the maize seedling primary root growth zone under different water status regimes (vermiculite Ψ_w_ of − 0.02 MPa, − 0.3 MPa, or − 1.6 MPa) (Additional file 4: Table S4 and Additional file 5: Table S5). Abundant miRNA families detected in the 1-cm apical primary root growth zone were hypothesized to have roles in regulating maize seedling primary root growth and development. This is consistent with prior studies which have reported that several of these families (including miR156, miR159, miR160, miR165/miR166, miR167, miR319, miR390, miR393, and miR827) modulate different facets of root system architecture [37, 45]. The most abundant miRNA family detected in the primary root growth zone, miR166, is also well-characterized as a key regulator of primary root growth and development. miR166 regulates both root vascular patterning [36, 37] and root apical meristem (RAM) size [36, 37]. Expression of miR166 in the 1-cm apical primary root growth zone which includes the RAM is likely at least in part maintaining root apical meristem activity and root growth by restricting the expression of a group Class III HD-Zip transcription factors [37, 38]. In these experiments, water deficit-responsive miR166 family members were significantly less abundant in the primary root growth zone of water deficit-stressed seedlings relative to non-stressed seedlings which could contribute to the decrease in the rate of primary root growth that is observed in water deficit stress [25].

A large number of miRNAs that were detected in the primary root growth zone contained sequence variations relative to the canonical sequence annotated in miRBase and were considered to be isomiRs. IsomiRs originate from the canonical miRNA locus [20, 31], and length and/or sequence variants are generated during miRNA biogenesis by imprecise or alternative cleavage during pre-miRNA processing or by post-transcriptional RNA modifications [20, 31]. IsomiRs are categorized as 5′, 3′, or internal miRNA variants based on the location of the miRNA sequence polymorphism. The isomiRs detected in this study included 5′ and 3′ miRNA variants that were truncated, extended, or polymorphic at either or both ends, and internal miRNA variants with internal polymorphisms (in comparison to the canonical miRNA sequence). The miRNA sequence polymorphisms have the capacity to alter target specificity, miRNA stability, and/or localization [20]. However, the extent to which isomiRs actually do alter or increase the regulatory repertoire of a single precursor sequence is not clear [31]. Differentially-regulated isomiRs have been identified in response to temperature stresses and under phosphorous deficiency [31, 46, 47]. The isomiRs detected in this study present the potential to increase the complexity of miRNA-mediated regulatory networks in the primary root growth zone. However, their authenticity and the identity of their targets need experimental validation to contribute to the growing body of evidence for isomiR regulation of plant responses to abiotic stresses, and to ascertain if these isomiRs are physiologically significant.

Growth of the maize root system is less inhibited by water deficits relative to growth of the shoot [5, 11, 12, 14]. In the present study, shoot growth was inhibited by approximately 70% under the mild stress treatment and was virtually arrested under the severe stress treatment compared with well-watered control seedlings [5, 15]. Elongation of the primary root is also inhibited under these water deficit conditions, but less so than shoot growth, and substantial root growth continues at a Ψ_w_ of − 1.6 MPa [5, 14, 25]. It is known from transcriptomic and large-scale transcript profiling studies that the networks of genes that are perturbed in the primary root growth zone under water deficit stress are extensive and distinctive depending on the degree and duration of the stress exposure [5, 18, 44]. The two stresses that were imposed in this study, − 0.3 MPa (mild) or − 1.6 MPa (severe), were selected to uncover different miRNA-mediated regulatory networks that underlie primary root growth zone responses to different water deficit levels [5]. Using genome-wide small RNA-seq to measure relative transcript abundance, 34 water deficit stress-responsive miRNAs belonging to 17 miRNA families were identified in the primary root growth zone. Previously, Aravind et al. [24] identified 13 “drought-related” miRNA families with members that responded to a water deficit treatment in maize seedling leaf tissue. In both studies, miRNAs belonging to the miR156, miR159, miR166, miR169, miR390, miR393, miR396, and miR399 were responsive to water deficits. However, Aravind et al., did not find that the miR167, miR168, miR319, miR398, miR408, or miR444 miRNA families were responsive to treatments as found in this study. These differences could be a product of the different treatment conditions that were applied in the two studies, or could reflect developmental or tissue specific regulatory roles. It appears that Aravind et al. [24] quantified miRNA abundance in whole maize seedling leaves whereas this study measured miRNA abundance only in the maize seedling root growth zone. It is possible that these miRNA families have specific roles in regulating root growth under water deficit stress. Several of the water deficit-responsive miRNA families identified in this study, including miR166, miR167, miR168, miR319, miR393, and miR408, have also been characterized as drought-responsive in other plant species. Thirty-one water deficit responsive miRNAs were differentially regulated under severe water deficit conditions, and 10 were differentially regulated under mild water deficit stress (Table 1). Although it is difficult to define what level of abundance constitutes a physiologically relevant amount of an miRNA, it seems likely that at least three of the miRNAs that were classified as significantly differentially regulated, zma-miR169r-3p in the − 0.3 MPa analysis and zma-miR167c-3p and zma-miR156i-3p in the − 1.6 MPa analysis, are not sufficiently expressed to deliver a biological signal. Likewise it is also difficuly to assess what constitutes a biologically relevant magnitude for a fold change in an miRNA in response to an environmental stimulus. The miRNAs listed in Table 1 all exhibit a significant change in abundance in response to a water deficit, however zma-miR156 a-I,1-5p, zma-miR167 a-d, 5p and zma-miR167 e-3p have only a modest change in abundance which may indicate that their role in the response is minimal. The larger number of differentially regulated miRNAs under severe stress than under mild stress closely mirrors the results of a previous study by Seeve et al. [5] which examined differential regulation of TF transcripts in the primary root growth zone under the same stress conditions. Although there were far fewer miRNAs that were differentially regulated by mild water deficit stress, these miRNAs are of interest for their potential roles in maintaining adaptive root elongation rate at less severe soil water deficits or early on in the progression of a drought before the soil water deficit becomes severe. The miRNA families differentially regulated by mild water deficit stress were miR159, miR167, miR168, miR169, miR319, miR396, miR399, and miR408 (Fig. 2).

The miRNA-regulated targets identified in the primary root growth zone possessed a wide range of functions including a large number of TF gene transcripts. Several of the miRNA families each regulated multiple members of a single TF gene family (Additional file 6: Table S6). Several of these miRNA-TF modules are widely conserved and have been described in other species including the miR156-squamosa promoter-binding protein [48, 49], miR159-MYB TF [48, 49], miR160-auxin response factor (ARF) [48, 50], miR166-HD-Zip [38], miR169-NF-YA [48, 51] miR171-GRAS TF [48], miR319-TCP family TFs [52], miR396-GRF TFs [52]. Further, a large number of the gene transcripts identified as targets of water deficit-sensitive miRNAs in the degradome libraries were transcription factors (Additional file 7: Table S7). Sunkar et al., [53] observed that nearly all miRNAs that regulate TF gene transcripts are stress-responsive. These miRNA-TF regulatory modules can have a profound effect on plant stress physiology by regulating downstream signal transduction [53] and are thus attractive targets for improving drought tolerance.

The miRNA target transcripts detected by degradome sequencing are predicted to be gene targets regulated by miRNA-guided RNA degradation. In the miRNA:target transcript regulatory relationship, an increase in miRNA abundance under water deficit stress is accompanied by a decrease in the abundance of the full-length transcript, and vice versa. Ten of 27 water deficit-responsive miRNA-transcript modules identified in this study fit this description, whereas the remaining miRNA-transcript modules exhibited incoherent regulation (parallel changes in miRNA and target abundance) [54] or unchanged target abundance. Multiple studies have demonstrated that the characteristics of the relative expression patterns of the miRNA and its target transcript are shaped by the larger regulatory network in which the miRNA-transcript module is involved [43, 54, 55]. For example, independent transcriptional regulation of the miRNA and its target, or feedforward and feedback loops involving miRNA-TF modules may obscure the inverse miRNA-target relationship [43, 54, 55]. These regulatory mechanism have important roles in buffering target transcript fluctuations, or in establishing expression boundaries and abundance thresholds [55]. In addition to miRNA-mediated regulation of gene transcripts, reciprocal transcript regulation of miRNA activity can conceal the inverse miRNA-target relationship [43]. As illustrated in the results of the degradome analyses, typically multiple target transcripts are regulated by a single miRNA. Depending on certain transcript characteristic and the relative rates at which the various target are transcribed, through competition some miRNA transcripts can substantially diminish the activity of miRNAs on other targets without a notable effect on the abundance of the transcript itself [43]. In addition to the regulatory network dynamics in which the miRNA-transcript module is involved, spatial separation of the miRNA and the target transcript could explain incoherent or unchanged miRNA target abundance. As the measurements made in this study represent snapshots of the average abundance of miRNAs and transcripts in a population of cells, these results do not reflect the events occurring at the cellular level. Thus, experimental validations is required to confirm or eliminate any of the 27 transcripts identified in this study as direct regulatory targets of water deficit stress-induced miRNAs.

The first example of an endogenous transcript affecting the regulatory activity of a miRNA on other transcripts was regulation of miR399 activity by the non-coding RNA IPS1 (induced by phosphate starvation) in *A. thaliana* [41]. IPS1 includes a motif with near-perfect complementarity to miR399, but with a mismatch at the miRNA cleavage site that prevented transcript cleavage. Under phosphorous-deprivation, miR399 indirectly regulates the expression of multiple phosphate transporters and a protein involved in loading inorganic phosphate into the xylem through its target transcript, a ubiquitin conjugating enzyme, PHO2, to maintain phosphate homeostasis throughout the plant [41, 42]. Levels of the cleavage-resistant IPS1 transcript also rise under phosphorous limited conditions [41, 42] sequestering miR399 and reducing its activity on PHO2 and other targets, a regulatory mechanism coined by Franco-Zorrilla et al. [41] as “target mimicry”.

Recently, Du et al. [56] demonstrated that conservation of a Pi-deficiency induced regulatory module involving miR399b, *ZmPho2* (GRMZM2G381709), and miRNA target mimic extends to maize as well. They independently identified the same miR399 target mimic that was identified in this study, naming it *pilncr1*. In this regulatory module, *pilncr1* inhibits miR399-guided cleavage of *ZmPho2* [56]. We were unable to design primers specific to ZmPho2 to measure transcript abundance by RT-qPCR, but did find by RNA-seq that the abundance of ZmPho2 was significantly higher in the PRGZ under severe stress (Fig. 4d).

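In edgeR's quasi-likelihood F-test the log2 fold change of ZmPho2 (GRMZM2G381709_T01) was 0.24 under severe stress (SE 0.092, unadjusted p = 0.0287, FDR 0.0832) and -0.11 under mild stress (SE 0.0921, FDR 0.704), so that neither passed the FDR threshold. Between severe and mild stress the log2 fold change was 0.34 (SE 0.0921, FDR 0.0239). For this comparison the replicate block gave 0.52 (FDR 0.071), and 3 of the 9 fits that each left out 1 library did not pass the threshold. Severe stress passed the threshold when only transcripts with at least 1 CPM in at least 3 samples were tested (log2 fold change 0.27, FDR 0.0483). It also passed when counts were scaled by library size alone (log2 fold change 0.34, FDR 0.0234). That scaling raised the median log2 fold change of the 33201 transcripts with a mean of at least 1 CPM about as much as that of ZmPho2. Severe stress passed as well with a minimum of 1 CPM in all replicates of a treatment, the filter chosen after the values had been seen (log2 fold change 0.27, FDR 0.0453). For severe stress against well-watered roots, the replicate block gave a log2 fold change of 0.34 and an FDR of 0.0519. Leaving out 1 library at a time gave log2 fold changes between 0.17 and 0.31. In 8 of these 9 fits the threshold was not passed, and without severe stress replicate 5 it was (FDR 0.0412). It was also passed with reads summed per gene (log2 fold change 0.22, FDR 0.04).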

Although generally regarded as a regulator of nutrient deficiency responses [53], particularly phosphorous deficiency, drought and salt-regulated changes in miR399 transcript abundance has been reported in previous studies [21]. However, its role in abiotic stress tolerance has not been characterized. To our knowledge, this is the first time that an increase in the abundance of a putative miR399 target mimic under water deficit stress has been reported. Uptake of mineral nutrients including phosphorous is reduced under soil water deficits. However, it is expected that at this early stage in seedling development the seed provides adequate nutrient resources to the developing seedling suggesting that the differential regulation of the miR399 family members is responding specifically to the effects of the water deficit stress induced in the primary root growth zone. Further studies evaluating the nutrient status of water deficit stressed seedlings at this stage of development are required to confirm this hypothesis. Plant physiological adaptations such as modifications to the root system architecture to enhance soil exploration and absorption, adjustments of the root:shoot ratio are common to both water deficit and low phosphorous stresses [57]. The involvement of the miR399-*pilncr1* module in overlapping regulatory networks governing plant responses to both phosphorous deficiency and water deficit stress remains an area of focus for future research.

## Conclusion

In summary, of the 79 miRNAs that are expressed in the primary root growth zone of maize seedlings, 34 miRNAs are regulated by either mild (− 0.3 MPa) or severe (− 1.6 MPa) water deficit stress. In addition, 223 miRNA-regulated gene transcripts in the primary root growth zone were identified by degradome sequencing. 

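Table S7 and Table S4 together give 36 pairs of a tested transcript and a miRNA that the paper calls changed under severe stress, formed by 10 miRNAs of which 7 fell and 3 rose. In 19 of the 36 pairs the transcript's log2 fold change under severe stress had the opposite sign to the miRNA's. The transcript was changed in 16 pairs, and in 8 of these it moved against the miRNA.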

Only a small fraction of the miRNA-transcript pairs were inversely regulated under water deficit stress. We identified a water deficit-responsive miR399 target mimic and its putative interaction with miR399 family members. Whether this target mimic is regulating root growth responses to water deficit stress through the conserved phosphate-deficient responsive regulatory pathway is unknown. However, we do not hypothesize that the differential regulation of the miR399 target mimic was in response to nutrient deficiencies that may result as a by-product of water deficit stresses.

## Methods

### Plant material and water deficit treatments in a vermiculite system

Seeds of maize line B73 were harvested from field-grown plants planted at the University of Missouri Genetics Farm. The original B73 line was obtained from Dr. Sherry Flint-Garcia, USDA-ARS Plant Genetics Unit, Columbia Missouri. Water deficit treatments were applied in a non-transpiring vermiculite culture system developed by Sharp et al. [14] and which has been further described in Seeve et al. [5]. Briefly, surface sterilized maize seeds were imbibed for 24 h at room temperature in aerated 1 mM CaSO4 solution. Imbibed seeds were planted in boxes of vermiculite hydrated to the drip point with 1 mM CaSO_4_, and germinated in the dark at 29 ± 1 °C and near-saturation humidity until primary roots had reached 15–25 mm in length. Seedlings were transplanted to Plexiglas boxes containing vermiculite moistened with 1 mM CaSO4 to achieve water potentials of Ψ_w_ of − 0.02 MPa, (well-watered), Ψ_w_ = − 0.3 MPa (mild water deficit stress), or Ψ_w_ = − 1.6 MPa (severe water deficit stress), and grown in the dark at 29 °C and near saturation humidity [5, 14, 58]. At 26 h after transplanting the primary root growth zone, consisting of the apical 1 cm of the primary root and including the root cap, was harvested from each seedling. In the water-deficit treatments in this system, seedling water status decreases gradually after transplanting as tissues lose water to the medium. It was previously shown that the root tip Ψ_w_ declines to near-stable levels by 26 h after transplanting in both the mild and severe water deficit treatments [5]. The sampled region encompassed the majority or entirety of the root growth zone, depending on the treatment. The growth zone in the maize primary root has been shown to extend approximately 12 mm from the apex under well-watered conditions and to progressively shorten with increasing water deficit stress [14, 59]. Five root segments were pooled to represent a single biological replicate. Collected tissues were immediately frozen in liquid N_2_. Water potentials of the vermiculite (prior to transplanting and at harvest) and the root growth zone (at harvest) were determined by isopiestic thermocouple psychrometry [60].

### Small RNA library preparation, sequencing, and analysis

Six biological replicates for each of the three treatments, well-watered, mild water deficit, and severe water deficit, were used for small RNA sequencing. Each biological sample was ground to a fine powder in liquid nitrogen, and small RNAs were extracted using the mirPremier microRNA Isolation kit (Sigma-Aldrich, St Louis, MO) according to the manufacturer’s instructions. Small RNA library preparation and sequencing was performed by Q2 Solutions Expression Analysis, LLC (Morrisville, NC). The small RNA libraries were analyzed as described previously [40, 61, 62]. Briefly, raw data was processed to trim adapter sequences and to filter low quality reads that have low scoring nucleotides (< 25) in the first 25 nucleotides of the raw read. Short reads of less than 18 nucleotides were removed and a count was created for each unique sequence (after removing redundant reads).

The maize genome was downloaded from Gramene (http://ftp.gramene.org/archives/PAST_RELEASES/release41/data/fasta/zea_mays/dna/, v3.22). The cDNA of maize were downloaded from the Maize Genetics and Genomics Database (http://ftp.maizegdb.org/MaizeGDB/FTP/GeneModels_5b+/, version 3.22) [63]. Unique sequences were mapped in parallel to the genome, mature mRNAs of maize from iRBase (r21), non-coding RNA databases, including Rfam (r11) [64], NONCODE (v3.0) [65], GtRNAdb [66], and repeat databases, including Plant Repeat Databases [67] and Repbase (r20) [68] using SOAP2 [69]. Unique sequences were mapped to the mature miRNAs of maize and mature miRNAs of other plant species in miRBase (r21) [70] to identify mature miRNAs. Annotated maized miRNAs were named according to their record in the miRBase and miRNAs with mapped sequence reads were named as miR followed by the family number and a character in alphabetic order. All mature miRNAs in maize and mature miRNAs reported in other plants were used in these analyses. Normalized reads per 10 million tags (RPTM) were calculated for each miRNA.

Only miRNAs with greater than or equal to 1 RPTM in at least 3 of the 4 libraries in a treatment group were retained for statistical analyses described here. The non-normalized frequencies of mature miRNAs were entered in the R package edgeR [71] to examine sample relationships and to identify differentially regulated miRNAs. The similarity of samples within each treatment was examined by using the edgeR MDS plot function (Additional file 9: Figure S1). Suspect samples were identified and removed as described in detail in Additional file 9: Figure S1 which reduced the number of biological replicates per treatment to four. Raw library counts were trimmed by the mean of M-values (TMM) and normalized. The TMM-normalized data were fitted to negative binomial general linear models. Three pairwise comparisons were made comparing miRNA abundance in each water deficit treatment with the control, and comparing miRNA abundance in the mild and severe water deficit treatments. The quasi-likelihood F-test was applied to test for differential expression. Resulting *P*-values were corrected for multiple testing according to Benjamini & Hochberg [72]. Tests with FDR < 0.05 were considered significant.

### Measurement of miRNA relative abundances by stem-loop RT-PCR

The relative abundances of 11 miRNAs that were differentially regulated under water deficit conditions (FDR < 0.05) were measured by stem-loop RT-PCR (SLRT-qPCR). The RNA Stem-loop RT primers, and qPCR forward and reverse primers were designed according to Chen et al. [39] and are listed in (Additional file 1: Table S1). Reverse transcription and quantitative PCR reactions were carried out as described in Liu, Kamari, Zhang, Zheng & Ware et al. [73]. Briefly, quantitative PCR reactions were performed in triplicate on a Rotor-Gene 6000 with SYBR Green PCR master mix (Qiagen, Carlsbad, CA) for detection. The amplification of single products was confirmed by dissociation curve analysis. As recommended by Meyer, Pfaffl, & Ulbrich [74] miRNA relative quantification was calculated by normalizing miRNAs to an invariant reference miRNA. Two different miRNAs were determined to be stably expressed across water deficit treatments, miR168a and miR169c, and were used as reference miRNAs to calculate miRNA relative abundance by the ddCt method [75].

### Degradome library preparation, sequencing, and analysis

Maize root tips were collected as previously described and approximately 45 μg of total RNA was extracted from the root tips using the TRIzol method of extraction. Total RNA was treated with Turbo DNase (Life Technologies, Waltham, MA) to remove all contaminating genomic DNA and cleaned using the Zymo RNA Clean & Concentrate kit (Zymo Research, Irvine, CA) to remove contaminants. RNA quality was assessed by micro-capillary based electrophoresis (**Agilent Bioanalyzer 210: Agilent, Santa Clara, CA)**. Poly-A RNA was isolated from approximately 30 μg total RNA using the dynabeads mRNA DIRECT purification kit (**Life Technologies Corporation**, Carlsbad, CA). Degradome libraries were prepared according to Willmann, Berkowitz, & Gregory [76] with the modification that libraries were prepared using components from the NEBNext Small RNA library preparation kit (New England BioLabs Inc. Ipswich, MA). A specially designed random hexamer primer, which includes the 3′ adapter sequence in its 5′ end, was used to randomly reverse transcribe RNA and incorporate the 3′ adapter sequence at the same time. The 3′ NEBNext adapter sequence is different from the TruSeq adapter sequence and so the random hexamer RT primer was modified to be compatible with the NEBNext kit: (5′- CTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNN-3′). The cDNA libraries were PCR amplified for 15 cycles with indices to allow multiplexing during sequencing. Amplified libraries were analyzed by electrophoresis in a 1.5% agarose gel (Amresco LLC, Solon OH) and the region of the gel corresponding to approximately 150–600 bp in length was excised. Prior to sequencing, library concentrations were measured fluorometrically (Qubit, ThermoFisher, Waltham, MA) and fragment size distribution was determined by capillary electrophoresis using an ABI 3730xl DNA Analyzer (**Life Technologies Corporation**, Carlsbad, CA). Sequencing was performed using an Illumina HiSeq 2500 sequencing platform (Illumina, San Diego, CA). One degradome library was prepared for each treatment.

Degradome libraries were filtered to remove low quality reads that had low scoring nucleotides (< 25) in the first 20 nucleotides of the raw reads. Then, the first 20 nucleotides were removed from the raw reads. The counts of unique sequences were calculated after removing redundant reads. The unique sequences were mapped to the maize genome, maize cDNAs [63], the miRBase database (r21) [70], non-coding RNA databases, including Rfam (r11) [64], NONCODE (v3.0) [65], GtRNAdb [66], and repeat databases, including Plant Repeat Databases [67] and Repbase (r20) [68] using SOAP2 [69]. The target transcripts of known maize miRNAs annotated in miRBase were predicted using the SeqTar algorithm [62]. Conserved miRNA target transcripts with at least one valid read aligning to the 9th to11th positions of a miRNA binding site, and transcripts that aligned to the miRNA sequence with fewer than 4 mismatches were considered valid targets [62].

### Quantitative assessment of miRNA-regulated gene transcripts under water deficit stress by RNA-seq

Transcriptome sequencing was performed to assess the abundance of miRNA-regulated gene transcripts in the primary root growth zone of maize seedlings exposed to the three different water status regimes. Water deficit stresses and tissue collection were carried out in the same manner previously described. Sequencing was performed on three biological replicates consisting of five 1-cm primary root growth zone segments of maize seedling collected from one of the three treatments: well-watered (− 0.02 MPa), mild water-deficit (− 0.3 MPa), or severe water-deficit (− 1.6 MPa). Each biological sample was ground to a fine powder in liquid nitrogen. Total RNA was extracted using the RNEasy Plant Mini Kit (Qiagen, Carlsbad, CA) and treated with Turbo DNase (Life Technologies, Carlsbad, CA) to remove contaminating genomic DNA. Starting with 1 μg total RNA, RNA-Seq libraries were prepared using the NEBNext mRNA library prep kit for Illumina (New England BioLabs, Ipswich, MA). Sequencing was performed with the Illumina NextSeq 500 platform (Illumina, San Diego, CA). Following removal of adaptor sequences, quality control and read mapping were carried out using CLC Workbench (Version 6.8.1 Qiagen, Carlsbad, CA). Low quality nucleotides were trimmed and sequences with more than two ambiguous nucleotides and low-quality sequences (< 0.02) were filtered. From the remaining sequences, reads ≥36 nt were retained and mapped to the maize B73 genome and gene models (RefGen_v3 (Release 5b+)). Differential gene expression was analyzed using the R software package EdgeR as described previously [5].

### RNA isolation, cDNA synthesis, and RT-qPCR reactions

Water deficit-stress induced changes in the relative abundance of nine miRNA-regulated gene transcripts that were quantified with RNA-seq were validated with RT-qPCR. 

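Table S2 lists primers for 9 transcripts, 3 of which are also in Table S8. In the RNA-seq libraries none of the 9 was changed under mild stress (smallest FDR 0.284) and 2 were changed under severe stress. GRMZM2G040349_T02, annotated as nuclear transcription factor Y subunit A-3, a predicted target of miR169a, b-5p on chromosome 2 (211453451 to 211457584), rose from 0.438 ± 0.287 to 3.83 ± 1.78 CPM (SD, n = 3 each, log2 fold change 3.02, SE 0.596, FDR 0.00448). GRMZM2G380515_T03, a C2H2 transcription factor paired with miR167h, i-3p on chromosome 8 (125606930 to 125613287), fell from 9.45 ± 1.84 to 7.01 ± 0.971 CPM (SD, n = 3 each, log2 fold change -0.54, SE 0.171, FDR 0.0409). In CPM, which leave out the TMM factors used in the test, only 1 of its 3 severe stress replicates lay below every well-watered replicate. This change passed with unique reads (FDR 0.0295) but not with the replicate block (FDR 0.161) or library size only (FDR 0.108). It was also lost in 5 of the 9 fits that each left out 1 library. The log2 fold changes of the other 7 transcripts under severe stress lay between -0.26 and 0.37, with an FDR of 0.159 to 0.934. The share of unique reads ranged from 0.271% for GRMZM2G078274_T03, an auxin response factor, to 100% for GRMZM2G023847_T01. The RT-qPCR values were not analysed here.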

Total RNA was extracted from the primary root growth zone of five maize seedlings using the TRIzol method of extraction. Total RNA was treated with Turbo DNase (Life Technologies, Carlsbad, CA) to remove all contaminating genomic DNA, and cleaned up using the Zymo RNA Clean & Concentrate kit (Zymo Research, Irvine, CA) to remove contaminants. First-strand cDNA synthesis was performed on a 5-μg aliquot of the total RNA using SuperScript III (Invitrogen, Carlsbad, CA) and was primed with random hexamer primers (Invitrogen, Carlsbad, CA). Transcript abundance was measured by qPCR using SYBR® Green PCR master mix (Applied Biosystems, ThermoFisher, Waltham, MA) according to the manufacturer’s instructions. Quantitative PCR reactions were assayed in an ABI 7900HT detection system (**Life Technologies Corporation**, Carlsbad, CA) using the default fast cycling conditions (Stage 1: 50 °C for 2 min.; Stage 2: 95 °C for 10 min; Stage 3: 95 °C for 15 s, then 60 °C for 1 min; Repeat Stage 3, 40 cycles). Dissociation curve analysis was performed to confirm the selective amplification of a single transcript. The transcript abundance of each target was measured in every tissue in triplicate and in three biological replicates from each water-deficit treatment. The primers used in these reactions are listed in Additional file 2: Table S2.

## Supplementary information

**Additional file 1: Table S1.** List of miRNA SLRT-qPCR primers. The first column is the primer identifier and indicates the amplified miRNA (with the exception of the last primer which is the universal reverse primer). The second and third columns list the miRNA-specific forward primer sequence and the stem loop primer, respectively.

**Additional file 2: Table S2. **List of RT-qPCR primer sequences used to validate the relative abundances of miRNA-regulated gene transcripts measured by RNA-seq.

**Additional file 3: Table S3.** Summary statistics of results of high-throughput sequencing of small RNA libraries.

**Additional file 4: Table S4.** Counts of miRNAs detected in the primary root elongation zone under well-watered (WW), and mild and severe water deficit conditions. There are four biological replicates per water potential condition. miRNA abundances in each library are represented in RPTM (reads per ten million). Log fold-change calculations, *p*-values, and FDRs were generated with EdgeR. Significant tests (FDR < 0.05) are highlighted in bright yellow.

**Additional file 5: Table S5. **microRNA sequence variants (isomiRs) detected by small RNA-seq. The reference miRNA sequences are highlighted in gray. In the isomiR sequences, green indicates that the nucleotide in the isomiR is the next consecutive nucleotide in the miRNA stem loop sequence but is not in the mature miRNA reference sequence in miRBase, blue indicates that a nucleotide in the mature reference miRNA was not in the isomiR sequence, and red indicates a polymorphism in the isomiR sequence relative to the miRBase miRNA sequence.

**Additional file 6: Table S6. **Summary statistics of results of high-throughput sequencing of degradome libraries.

**Additional file 7: Table S7. **List of miRNA-regulated gene transcripts detected in the primary root growth zone by degradome sequencing, and EdgeR-calculated fold-change value. The predicted miRNA-target transcript interactions that are conserved in other species are listed in red. The fold-change value of significantly differentially regulated transcripts (FDR < 0.05) is highlighted with yellow. 

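Of the 223 transcripts in Table S7, 200 were among the transcripts tested. In edgeR's quasi-likelihood F-test 82 of these (41%) were changed under severe stress, 37 more abundant and 45 less abundant, and 6 were also changed under mild stress. When 1 library at a time was left out, between 57 and 83 were changed in at least one stress, and with the replicate block 36. For the 160 transcripts with a value in Table S7, the log2 fold changes computed here differed from those of the paper by at most 0.032, with a median difference of -0.028 under severe stress. Restricting the test to transcripts with at least 1 CPM in all replicates of a treatment, chosen after Table S7 had been compared, left 166 of the listed transcripts, of which 79 were changed.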

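Table S7 marks 63 of its transcripts as not detected in the RNA-seq libraries. Of these, 23 were not listed in the deposited CPM tables and had 0 to 84 reads over the 9 libraries. The other 40 were listed. Among them 34 did not reach 1 CPM in all 3 replicates of any treatment and had 49 to 464 reads over the 9 libraries, and 8 of these were changed under severe stress. The remaining 6 were more abundant, and their identifiers are punctuated differently in Table S7 and in the count tables. AC195860.3_FGT006, a predicted target of miR164a-3p on chromosome 6 (164068999 to 164070828), had 21203 reads in all and fell from 60.1 ± 1.19 to 45.7 ± 2.77 CPM under severe stress (SD, n = 3 each, log2 fold change -0.50, SE 0.0648, FDR 0.000464 in edgeR's quasi-likelihood F-test). AC212068.4_FGT005, a predicted target of miR167g-3p on chromosome 6 (145379991 to 145382717), rose from 38.5 ± 0.863 to 48.4 ± 1.92 CPM (SD, n = 3 each, log2 fold change 0.22, SE 0.0602, FDR 0.0197). The other 4 were not changed.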

Transcripts that were not detected in the RNA-seq libraries are indicated with an #NA. **Treatment Library**—the library/libraries in which the target transcript was identified: WW, − 0.3, − 1.6 = A; WW, − 0.3 = B; WW, − 1.6 = C; − 0.3, − 1.6 = D; WW only = W; − 0.3 only = M; − 1.6 only = S; **miRNA ID**—the ID of the miRNA predicted to regulate the transcript; **Transcript ID**—the AGPv3 transcript identifier; **− 0.3 MPa/26 h**—abundance of the transcript in the mild water deficit treatment relative to its abundance in the well-watered treatment (log2FC); **− 1.6 MPa/26 h**—abundance of the transcript in the severe water deficit treatment relative to its abundance in the well-watered treatment (log2FC).

**Additional file 8: Table S8. **Abundance of selected miRNA-target mRNAs in the primary root elongation zone under well-watered (WW; − 0.02 MPa), and mild (MILD; − 0.3 MPa) and severe (MOD; − 1.6 MPa) water deficit conditions. There are three biological replicates per water potential condition. 

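CPM express the reads of each transcript relative to the depth of its library, so that libraries of different size can be compared, and do not correct for transcript length. The deposited CPM differed from those of Table S8 by a relative difference of at most 4.4e-06. They were divided by the reads of the listed transcripts without TMM factors, whereas the log2 fold changes given for the RNA-seq data include TMM normalization, so that a ratio of mean CPM and a log2 fold change of the same transcript need not be equal. Across the 33201 transcripts with a mean of at least 1 CPM, leaving out the TMM factors moved the log2 fold change by a median of 0.0254 under mild stress and 0.105 under severe stress, and the sign of 2 of the 27 transcripts of Table S8, neither of them changed, was reversed under severe stress.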

Transcript abundances in each library are represented in CPM (counts per million). Log fold-change calculations, *p*-values, and FDRs were generated with EdgeR

**Additional file 9: Figure S1. **A) Two-dimensional scatterplot of the biological coefficient of variation (BCV) among 18 biological replicates based on non-normalized counts of the 100 highest count miRNAs. The outlying samples that are indicated with * were removed. B) Two-dimensional scatterplot of the biological coefficient of variation (BCV) among 12 biological replicates (following removal of outliers) based on non-normalized counts of the 100 highest count miRNAs. In both A) and B) biological replicates grown in well-watered conditions are indicated with green, in mild water deficit stress with red, and in severe water deficit stress with black. Additional file 3: Figure S2: Plots of correlation between RNA-seq and stem-loop RT-qPCR results for the (A) -0.3 MPa vs WW, and (B) -1.6 MPa vs WW comparisons. The line of best fit is shown and the Spearman’s correlation coefficient (r) and p-values (p) are indicated on each plot

**Additional file 10: Figure S2.**The RPTM normalized values for all miRNA belonging to the same miRNA family in each sample were summed. High abundance (> 100,000 average RPTM per sample), moderate abundance (> 1000 to < 20,000 average RPTM per sample), and low abundance (< 1000 average RPTM per sample) miRNA families are grouped together

**Additional file 11: Figure S3.** Plots of correlation between RNA-seq and stem-loop RT-qPCR results for the (A) -0.3 MPa vs WW, and (B) -1.6 MPa vs WW comparisons. The line of best fit is shown and the Spearman’s correlation coefficient (r) and p-values (p) are indicated on each plot

## Abbreviations

miRNA: microRNA
RAM: root apical meristem
RT-qPCR: reverse transcription quantitative PCR
TF: transcription factor

# Supplementary material for: Water-deficit responsive microRNAs in the primary root growth zone of maize
**Source:** BMC Plant Biol. 2019 Oct 24;19:447. doi: 10.1186/s12870-019-2037-y

**Figure S1. A)** miRNA Library sizes after filtering out lowly expressed miRNAs. The left panel is library size before normalization. The right panel is library size after normalization. Libraries WWR6, 3R6, 16R6, and a lesser extent 3R5 are considerably smaller than the other libraries. This trend can also be observed in the sequencing summary statistics in Table S3. Sequencing depth of these four libraries is within the same range of the other libraries, but fewer reads in those libraries mapped to sequences in miRbase. This could suggest that the smaller miRNA library sizes for these four samples represent technical error introduced during small RNA library preparation. Smaller libraries are susceptible to RNA composition biases and may effect downstream differential gene expression analysis. **B)** miRNA abundances after filtering out lowly expressed miRNAs. A few highly expressed miRNAs make up a substantial proportion of the total library size. The abundance of zma-miR166-3p in libraries WWR6 and 3R6 is noticeably different from the other libraries. The difference in the abundance of zma-miR166-3p in these two libraries can effect on how frequently lower expressed miRNAs are sequenced, and as a result, can generate the false appearance that some other miRNAs are expressed at a higher level. **C)** MDS plot of sample relationships for all 6 replicates per treatment group. After filtering and normalization, the edgeR plotMDS function was used to examine the samples for outlier and other relationships. In the plot, samples within treatment groups were heterogenous and there was no clear separation among treatment groups. Distances among samples correspond to leading log-fold-differences between samples. We suspected that RNA composition biases among the libraries due to differences in library size and differences in the abundance of highly expressed miRNAs could be generating false log-fold differences and contribute to the sample heterogeneity observed in the plot. **D)** MDS plot of sample relationships after suspected outlier samples WWR6, 3R6, 16R6, and 3R5 were removed. To keep replicates equal within treatments, samples WWR1 and 16R5 were also removed, bringing the total to 4 replicates per treatment group. In this plot, some sample heterogeneity remained among samples within a treatment group, but treatment effect was observed in dimension 2. Samples belonging to each treatment group are separated on dimension 2.

A)

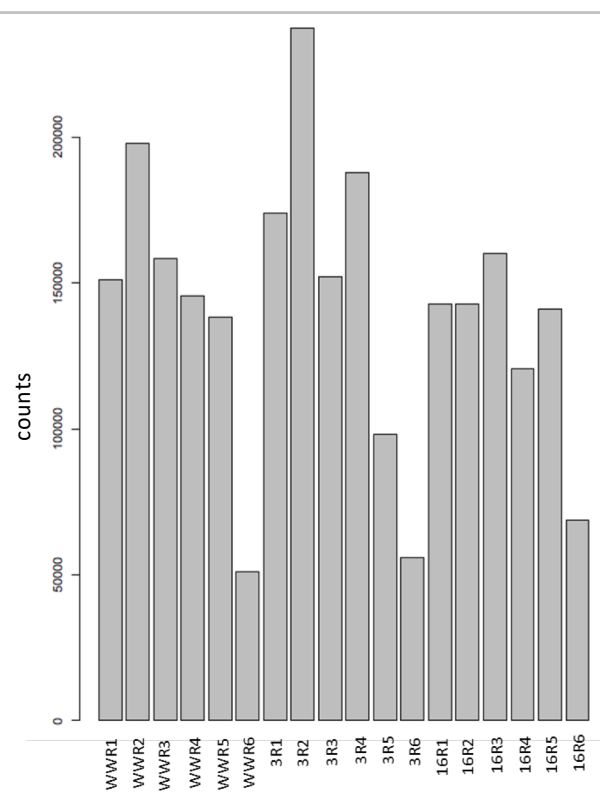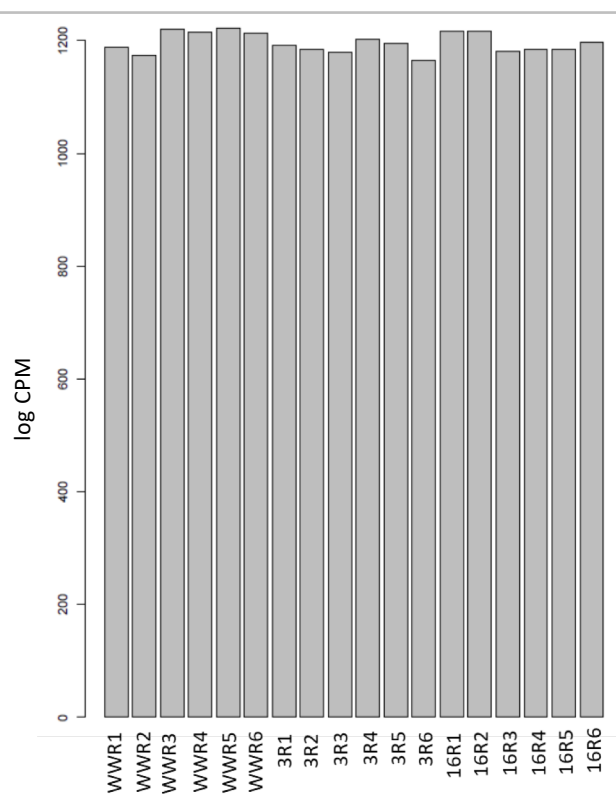

B)

miRNA abundances in libraries

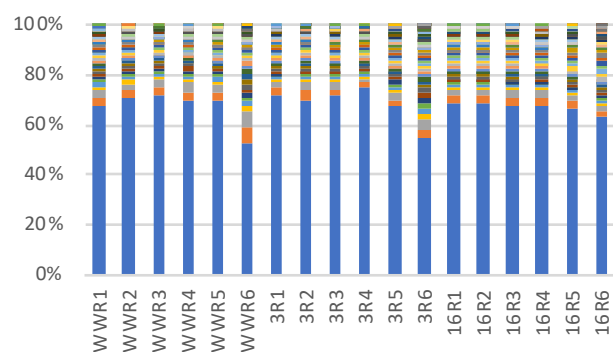

5 most abundant miRNAs in the libraries:

c)

MDS plot of sample relationships for all  
6 replicates per treatment group

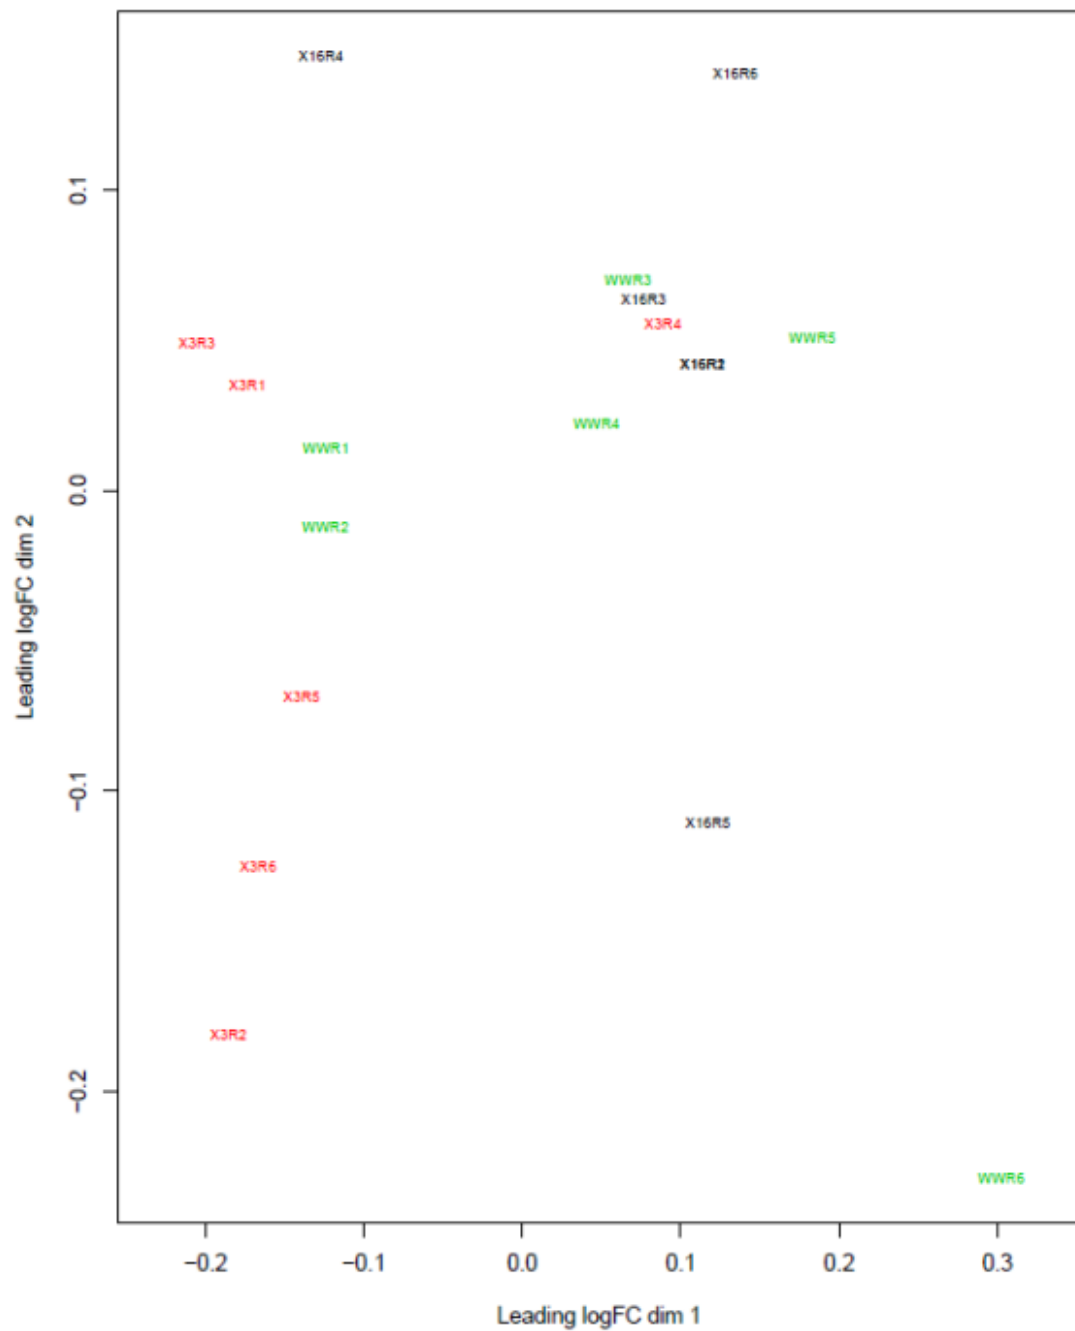

D)

MDS plot of sample relationships with  
suspected outlier samples removed  
(4 replicate samples per treatment)

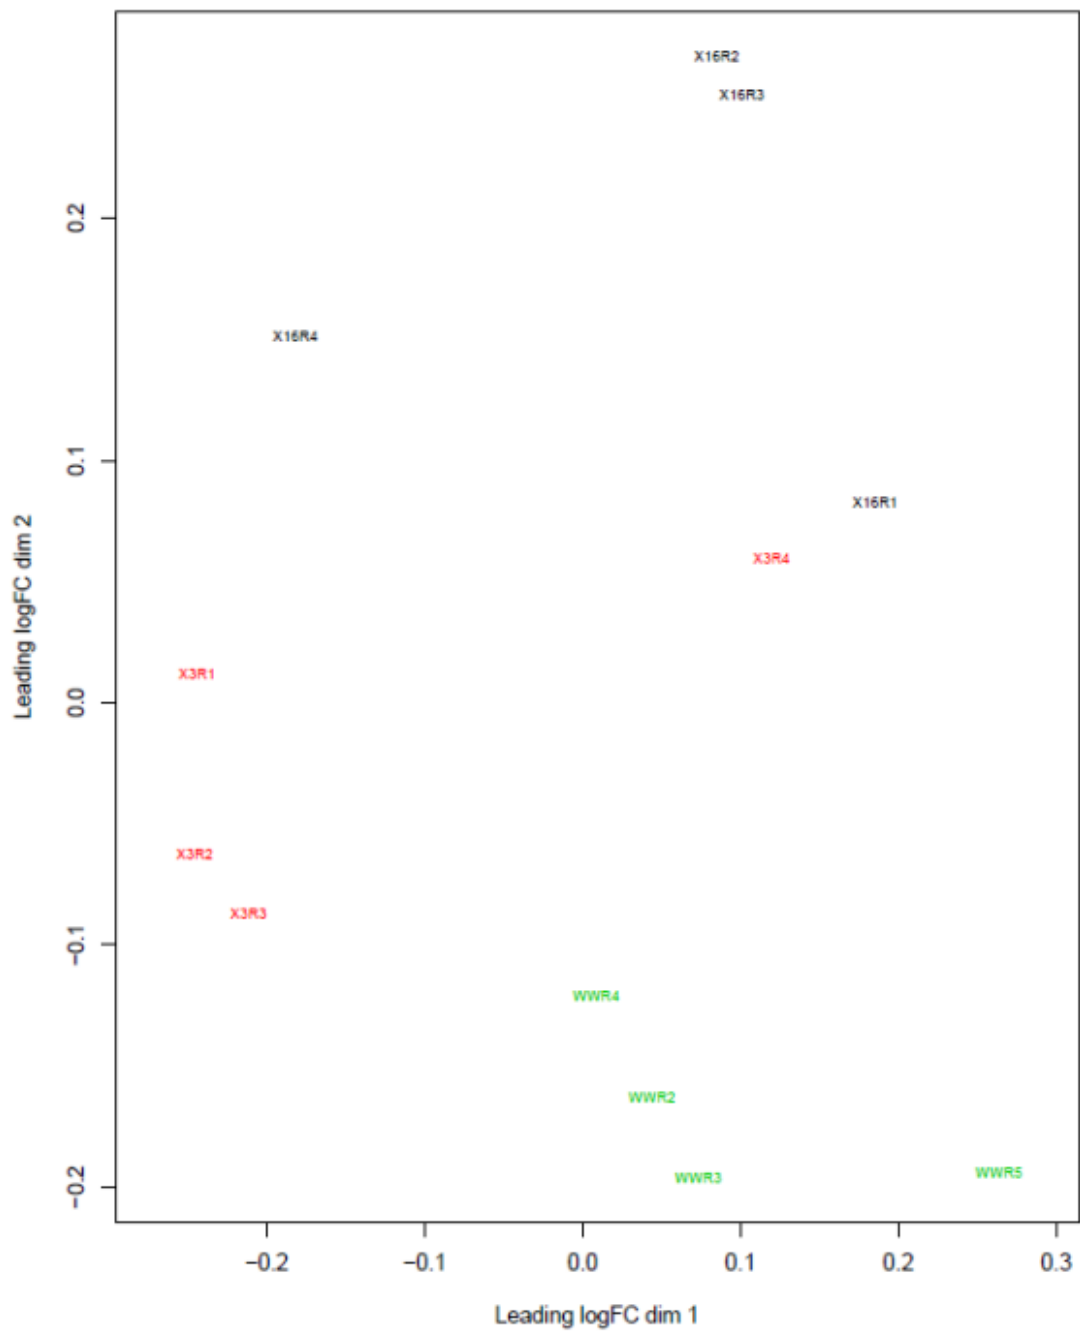

**Supplement:** Supplementary file 9 — Additional file 9: Figure S1. A) Two-dimensional scatterplot of the biological coefficient of variation (BCV) among 18 biological replicates based on non-normalized counts of the 100 highest count miRNAs. The outlying samples that are indicated with * were removed. B) Two-dimensional scatterplot of the biological coefficient of variation (BCV) among 12 biological replicates (following removal of outliers) based on non-normalized counts of the 100 highest count miRNAs. In both A) and B) biological replicates grown in well-watered conditions are indicated with green, in mild water deficit stress with red, and in severe water deficit stress with black. Additional file 3: Figure S2: Plots of correlation between RNA-seq and stem-loop RT-qPCR results for the (A) -0.3 MPa vs WW, and (B) -1.6 MPa vs WW comparisons. The line of best fit is shown and the Spearman’s correlation coefficient (r) and p-values (p) are indicated on each plot

# Supplementary material for: Water-deficit responsive microRNAs in the primary root growth zone of maize
**Source:** BMC Plant Biol. 2019 Oct 24;19:447. doi: 10.1186/s12870-019-2037-y

**Figure S2.** The RPTM normalized values for all miRNA belonging to the same miRNA family in each sample were summed. High abundance (> 100,000 average RPTM per sample), moderate abundance (>1,000 to <20,000 average RPTM per sample), and low abundance (< 1,000 average RPTM per sample) miRNA families are grouped together.

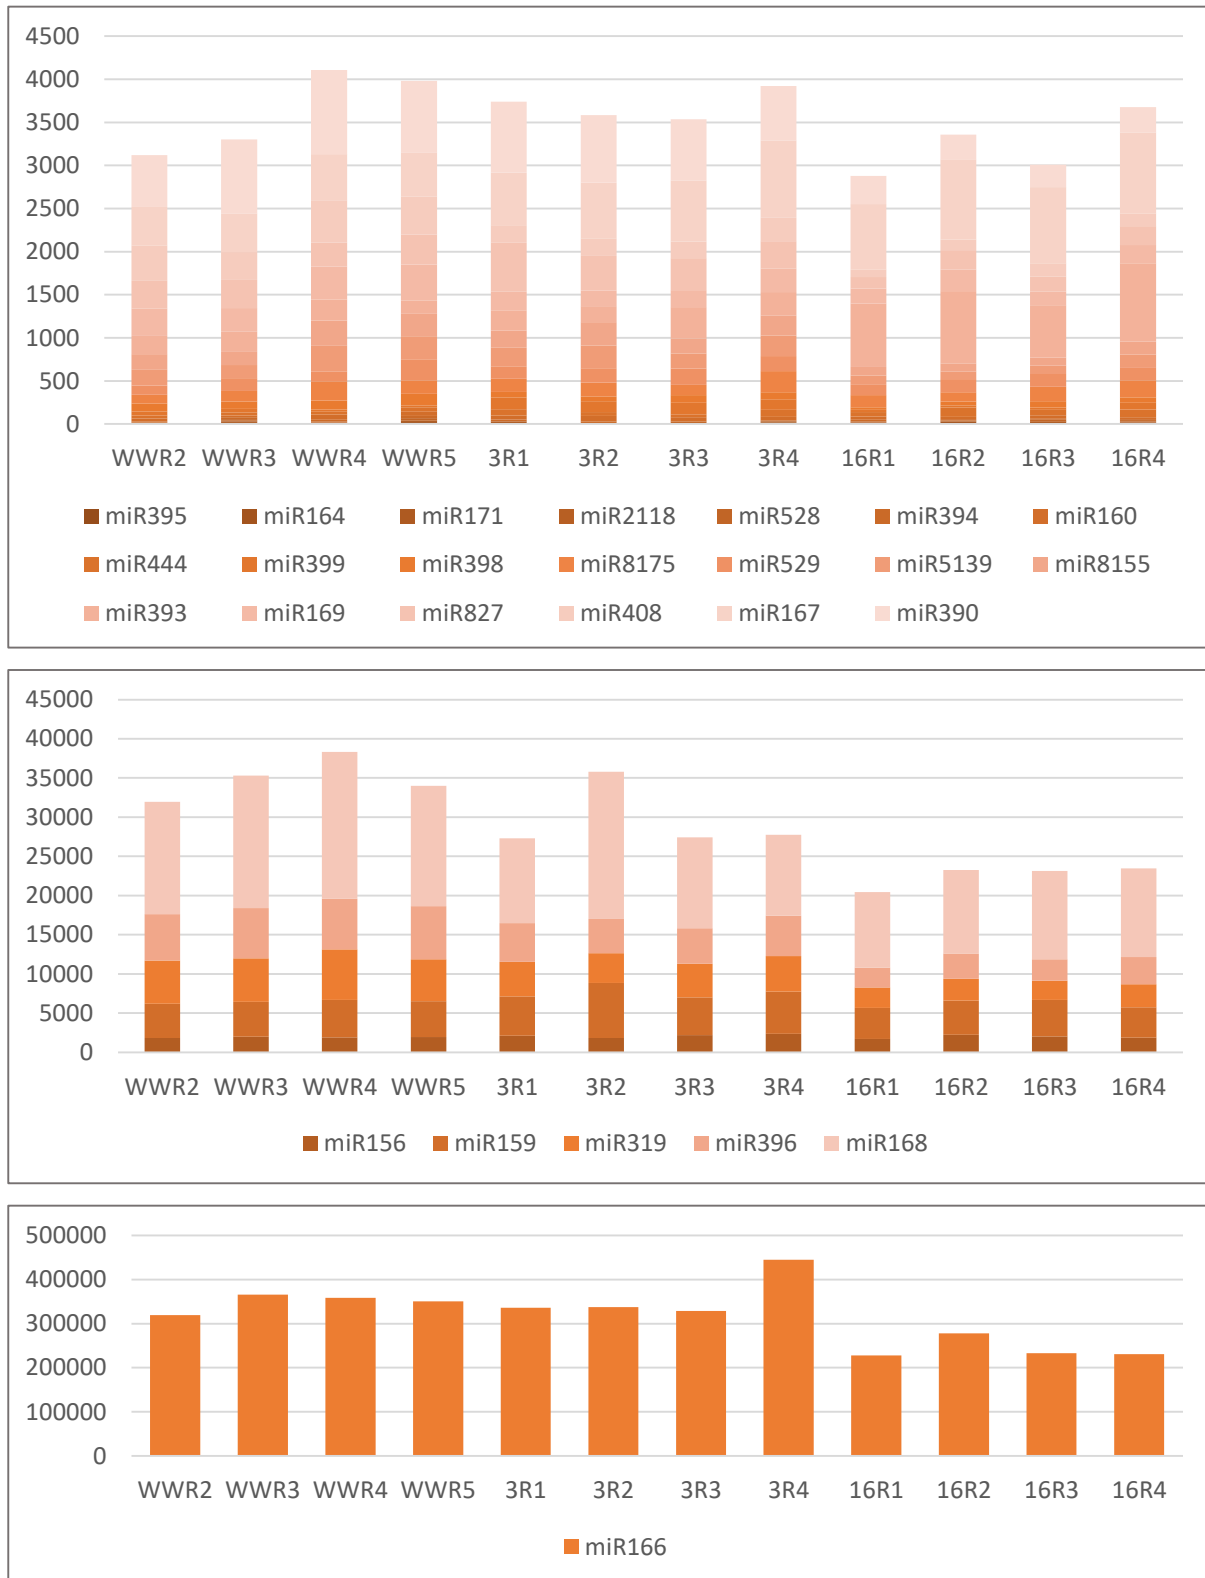

**Supplement:** Supplementary file 10 — Additional file 10: Figure S2.The RPTM normalized values for all miRNA belonging to the same miRNA family in each sample were summed. High abundance (> 100,000 average RPTM per sample), moderate abundance (> 1000 to < 20,000 average RPTM per sample), and low abundance (< 1000 average RPTM per sample) miRNA families are grouped together

# Supplementary material for: Water-deficit responsive microRNAs in the primary root growth zone of maize
**Source:** BMC Plant Biol. 2019 Oct 24;19:447. doi: 10.1186/s12870-019-2037-y
**Supplement:** Supplementary file 11 — Additional file 11: Figure S3. Plots of correlation between RNA-seq and stem-loop RT-qPCR results for the (A) -0.3 MPa vs WW, and (B) -1.6 MPa vs WW comparisons. The line of best fit is shown and the Spearman’s correlation coefficient (r) and p-values (p) are indicated on each plot

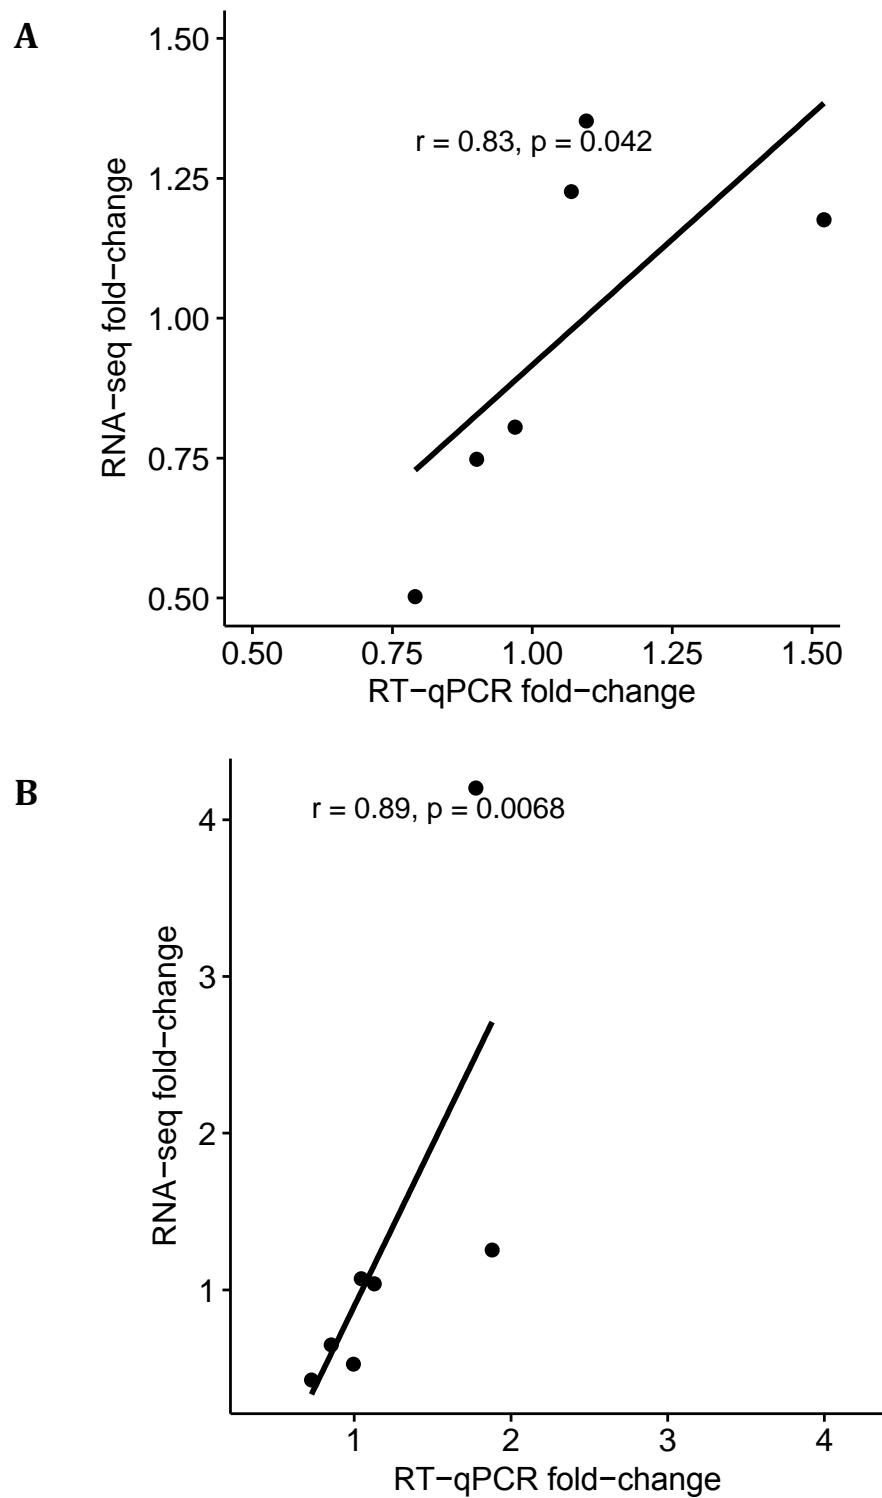

**Figure S3.** Plots of correlation between RNA-seq and stem-loop RT-qPCR results for the **(A)** -0.3 MPa vs WW, and **(B)** -1.6 MPa vs WW comparisons. The line of best fit is shown and the Spearman's correlation coefficient ( $r$ ) and  $p$ -values ( $p$ ) are indicated on each plot.

How the deposited data were processed for this re-analysis (not part of the article)

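Transcript abundance was measured by RNA-seq in the apical 1 cm of the maize primary root 26 h after the start of the treatments. There were 9 libraries, 3 from well-watered roots (-0.02 MPa, replicates 1, 2 and 3), 3 from mildly stressed roots (-0.3 MPa, replicates 1, 3 and 4) and 3 from severely stressed roots (-1.6 MPa, replicates 1, 2 and 5), each from 5 pooled roots. Treatments and replicate numbers were taken from the sample labels and compared with the paper. The authors trimmed and mapped the reads to the B73 RefGen_v3 gene models (Release 5b+) with CLC Workbench and deposited read counts for 63074 transcripts, as total and unique reads, without normalization. The deposited CPM cover 46599 transcripts, and the authors' CPM equal the total read counts divided by the library's sum over the listed transcripts to within 5e-07 CPM, with no TMM factor. The assignment of reads that match several transcripts and the filter that selected the listed transcripts are not named in the paper's text. Lanes of the same library had been combined in the deposited values, and a batch of library preparation or sequencing was not tested.

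The total read counts of the 46599 listed transcripts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were normalized with TMM factors, a single quasi-likelihood model with treatment as its only term was fitted to all 9 libraries (glmQLFit with the installed default method and its default prior count of 0.125), and mild stress, severe stress and the difference between severe and mild stress were tested with the quasi-likelihood F-test. P-values were adjusted after Benjamini and Hochberg over all 46599 transcripts, and an FDR below 0.05 is called changed. Standard errors are the absolute log2 fold change divided by the square root of F. Replicates were compared on log2 abundances with a prior count of 2. Means and SDs are over the 3 replicates of a treatment in the deposited CPM. Whether single replicates overlapped between treatments was also judged in these CPM, without TMM factors. Tables were summarised in Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1. The directions and FDRs of miRNAs are the paper's values from Table S4, and the pairing of miRNAs and transcripts is that of Fig. 3 and Table S7.

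Listed transcripts received 34268861 to 43368560 reads per library under well-watered conditions (median 42283286), 33385679 to 41063955 under mild stress (median 40453129) and 35458142 to 52047078 under severe stress (median 51277923). The smallest detectable abundance, 3 reads, was 0.09 CPM in the smallest library. Unique reads were 48.1% to 48.7% of each library, so that values of single transcripts of genes with several annotated transcripts, or of genes with close copies, depend on the assignment of shared reads. With 3 replicates per treatment the spread of each transcript is estimated from few values. The fit of unique reads gave another FDR even where every read was unique, as for GRMZM5G866053_T01 under mild stress (0.0316 and 9.28e-05). An FDR from that fit therefore does not isolate the effect of shared reads.

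The test was run on simulated counts drawn from the means and library sizes of the data. Of 46599 transcripts, 200 were changed by a log2 fold change of 1.5, under severe stress only. In the data 29.5% were changed under severe stress, so the shares of false calls given here do not carry over to it. The quasi-likelihood F-test recovered 140 of the 200 (70%) with 9 false calls (6.04% of its calls). DESeq2 recovered 173 with 80 false calls (31.6%), the likelihood ratio test 171 with 58 (25.3%), the exact test 170 with 56 (24.8%), the fit with a replicate block 89 with 8 (8.25%), the fit of 2 treatments 133 with 8 (5.67%) and edgeR's newer quasi-likelihood method 140 with 13 (8.5%).

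The alternatives were unique in place of total reads, all transcripts with at least 1 read in any sample, transcripts with at least 1 CPM in at least 3 samples, DESeq2 1.42.0 with its size factors and Wald test, library size without TMM factors, edgeR's likelihood ratio test and exact test, fits of only the 2 treatments compared, the replicate number as a block, each of the 9 libraries left out in turn, an FDR below 0.01, reads summed per gene, and adjustment over the listed targets only. Alternatives added after the data had been seen were edgeR's newer quasi-likelihood method, a minimum of 1 CPM in all replicates of a treatment, and the reading of the label mir398ab-3p in Fig. 3 as miR398a,b-3p. The replicate block pairs samples by the replicate numbers of the sample labels. Neither the labels nor the paper state that samples with the same number were grown or processed together. Mild stress replicate 4 and severe stress replicate 5 have numbers of their own, so in the block fit they do not contribute to the comparisons.

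Transcripts are named if they are in Table S8, Fig. 3 or Table S2, are listed as targets of miR399-5p in Table S7, or belong to ZmPho2. Of all other tested transcripts, the 2 with the largest rise and the 2 with the largest fall per comparison are named, among changed transcripts with a mean of at least 1 CPM and every replicate of the treatment on the same side of every replicate it was compared with. Named in addition, after the data had been seen, are the transcript with most reads of each gene with a miR399-5p target, and the 2 changed transcripts among the 6 of Table S7 that are marked as not detected and reached the CPM minimum. Coordinates are those of the deposited count tables in RefGen_v3. Annotations are from Table S7. Of the 26994 genes of the tested transcripts, 16650 had an entry in a RefSeq gene table of the assembly Zm-B73-REFERENCE-NAM-5.0, which was used for names only. The small RNA, degradome and RT-qPCR measurements were not analysed here.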

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

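The tests in this part were chosen after the numbers of changed transcripts had been seen, and before the result of each test was known.

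Among transcripts outside Table S7, on whose RNA-seq values the paper does not report as a group, 13672 were changed under severe stress and 1128 under mild stress (edgeR's quasi-likelihood F-test). Of all 46599 tested transcripts, 13754 were changed under severe stress (29.5%, 7634 more abundant and 6120 less abundant) and 1134 under mild stress (2.43%, 641 more abundant and 493 less abundant). Between severe and mild stress, tested directly, 11290 transcripts differed (24.2%, 6438 more abundant and 4852 less abundant under severe stress). Both stresses changed 982 transcripts, 965 of them in the same direction.

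The size of the response to severe stress was set against technical explanations. With every library thinned to 33385679 reads, 13199 transcripts were changed under severe stress, so the difference in library size accounts for little of it. Without the 50 most abundant transcripts, which took 7.9% to 8.39% of the reads, 13722 were changed. Spearman's rho of log2 fold change and transcript length was 0.025 across transcripts, which are not independent replicates. With unique reads, 71.7% of the changed transcripts (9866) kept their direction and an FDR below 0.05. Every read was unique for 6373 of the changed transcripts, whose counts are the same either way. Of the 7381 with shared reads 48% kept both, so reads shared between transcripts may account for some of the others, although fewer reads also leave fewer changes detectable. With 3 samples against 3 there are 10 splits, and of the 4 that part as many same-numbered samples as the real one, 1, the real split, gave as many changed transcripts under severe stress. This was also 1 of 4 for mild stress and 1 of 6 for severe against mild stress. The remaining splits part another number of same-numbered pairs. The share of splits is never under 0.1 in this design, so this share alone decides nothing. In fits of only the 2 treatments compared, the real splits gave 11917, 1305 and 9189 changed transcripts for severe stress, mild stress and severe against mild stress, and 17437, 7150 and 15697 with an unadjusted p below 0.05. Each of the other 9 splits gave 0 changed transcripts in all 3 comparisons, with 811 to 1392, 1647 to 2119 and 865 to 1604 below an unadjusted p of 0.05, but their groups mix the treatments. Under severe stress, 11917 changed transcripts in the real split argue against a grouping across the treatments as the source of these changes. The 0 in every other split adds nothing, since a large difference between treatments widens the spread within mixed groups. A smaller second grouping is not excluded. A batch that follows the treatment cannot be told apart from a response to water deficit, which remains a hypothesis. The paper reports that the growth zone shortens with stress, while the same apical 1 cm was harvested in every treatment. A difference in the tissue sampled was not separated from such a response either.

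Of the 27 transcripts of Table S8, ZmPho2 and GRMZM2G419891_T05, 11 differed between severe and mild stress in the direct test. The log2 fold change was 1.58 for GRMZM2G175406_T01 (FDR 0.00433), 1.24 for GRMZM2G029323_T01 (FDR 0.00102), 0.86 for GRMZM2G097851_T01 (FDR 0.00082) and 0.62 for GRMZM2G122302_T01 (FDR 0.0049). Smaller increases were those of GRMZM2G419891_T05 (0.48, FDR 0.0399), GRMZM2G082940_T01 (0.39, FDR 0.00243) and the ZmPho2 transcript GRMZM2G381709_T01 (0.34, FDR 0.0239). Lower abundance under severe than under mild stress was found for GRMZM2G005000_T02 (-0.99, FDR 0.0277), GRMZM2G369839_T01 (-0.53, FDR 0.0308), GRMZM2G352678_T01 (-0.48, FDR 0.0086) and GRMZM5G893117_T01 (-0.45, FDR 0.0306). After thinning, 11 of the 11 (100%) still differed with an FDR below 0.05, and with unique reads 9 of 11 (81.8%) kept direction and FDR. These 9 had only unique reads, so their counts were the same either way and the test does not bear on them. Of the 2 with shared reads 0 passed the threshold with unique reads and 1 had an unadjusted p below 0.05. For GRMZM2G419891_T05, of whose reads 0.336% were unique, the log2 fold change was 0.33 (FDR 0.453), which cannot be told apart from an effect of shared reads. For GRMZM2G005000_T02, with 10.8% unique reads, it was -0.97 (FDR 0.136), close to the value with total reads, and the cause of its higher FDR was not tested. With the replicate block 0 of the 11 passed the threshold (FDR 0.06 to 0.329), 7 had an unadjusted p below 0.05 and all 11 kept their direction. Severe and mild stress share only 1 replicate number. Among the transcripts of Table S2, GRMZM2G040349_T02 (2.55, FDR 0.0115) and GRMZM2G380515_T03 (-0.54, FDR 0.0475) also differed, with an FDR of 0.0163 and 0.108 with unique reads and 0.185 and 0.497 with the replicate block. A dependence of these transcripts on the strength of the stress is a hypothesis, which the same limit of the 3 by 3 design leaves open.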

How the results depend on the processing

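The alternatives were set before the data were examined, except for 3 that were chosen after seeing the data: a minimum of 1 CPM in all replicates of a treatment, edgeR's newer quasi-likelihood method and the reading of a label in Fig. 3.

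The number of transcripts changed under mild stress was 1134. It was 1792 with unique reads, 2305 with DESeq2, 1982 with the likelihood ratio test, 1905 with the exact test, 2309 with reads summed per gene, 435 at an FDR of 0.01 and 145 with the replicate block, and from 554 to 1427 across the 9 fits that each left out 1 library. On simulated counts with no change under mild stress, DESeq2 called 32 transcripts, the likelihood ratio test 21 and the exact test 20. Under severe stress (13754) the number was 7453 with the replicate block, 8166 at an FDR of 0.01 and from 10675 to 13528 with 1 library left out. Between severe and mild stress (11290) it was 914 with the replicate block, 5790 at an FDR of 0.01 and from 8092 to 11447 with 1 library left out. On simulated counts the fit with the block recovered 44.5% of the changed transcripts against 70% without it, a smaller loss than the fall under severe stress. Recovery was counted for severe stress only, at a log2 fold change of 1.5, so it does not bear on the other comparisons or on smaller changes. In the block fit mild stress replicate 4 and severe stress replicate 5 have numbers of their own and do not contribute to the comparisons. How much of the falls comes from this was not tested.

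Of the 27 transcripts of Table S8, 15 were changed. With the replicate block there were 5, at an FDR of 0.01 there were 6, and with 1 library left out from 8 to 15. The other alternatives gave 13 to 18. The number of pairs inverse to the miRNA, 8, was 3 with the replicate block, 3 at an FDR of 0.01, 5 with the label of Fig. 3 read as miR398a,b-3p and from 5 to 8 with 1 library left out. The number in the same direction, 7, was 2 with the replicate block, 3 at an FDR of 0.01 and from 3 to 7 with 1 library left out. For the transcripts of Table S7 (82 changed) it was 36 with the replicate block, 42 at an FDR of 0.01, 134 with reads summed per gene and from 57 to 83 with 1 library left out, and 74 to 90 under the other alternatives.

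The log2 fold change of ZmPho2 under severe stress (0.24, FDR 0.0832) was positive under every alternative run. It passed the threshold at 0.27 with at least 1 CPM in at least 3 samples (FDR 0.0483), 0.27 with at least 1 CPM in all replicates of a treatment (FDR 0.0453), 0.34 with library size only (FDR 0.0234) and 0.22 with reads summed per gene (FDR 0.04). The rise of its log2 fold change under the first 3 of these was that of the tested transcripts with a mean of at least 1 CPM, whose median rose by 0.0285, 0.0277 and 0.105. With 1 library left out it ranged from 0.17 to 0.31, and 1 of the 9 fits passed the threshold (without severe stress replicate 5, FDR 0.0412). For GRMZM2G419891_T05 (0.45, FDR 0.0434) the change no longer passed the threshold with unique reads (0.47, FDR 0.213) or with only the 2 treatments compared (0.47, FDR 0.0723), and ranged from 0.33 to 0.60 with 1 library left out, where 7 of the 9 fits did not pass it. It passed with the replicate block (FDR 0.0193), DESeq2 (FDR 0.0234), the likelihood ratio test (FDR 0.0207) and the exact test (FDR 0.0212). Reads summed per gene passed as well (0.32, FDR 0.00155), but do not separate the transcripts of the gene. The cause of the other shifts was not tested.

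Of 56 log2 fold changes of single transcripts past the threshold, none changed direction under the alternatives run, and 25 kept their direction and side of the threshold under every alternative run. Of the 1116 values under the alternatives 987 did so and 129 no longer passed the threshold, 74 of these with 1 library left out and 30 with the replicate block. Scaling by library size only raised the median log2 fold change of transcripts with a mean of at least 1 CPM under severe stress by 0.105. It reversed the direction of 2 of the 27 transcripts of Table S8, neither of them changed. Depth limits the transcripts near the detection floor and those with few unique reads.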

Differences from the paper's values

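The paper's values come from the same 9 libraries. For the 58 log2 fold changes of listed transcripts compared, the largest difference from the paper's values was 0.032. The paper's pho2 abundance relative to well-watered roots is about 1.3 under severe stress and about 0.98 under mild stress in Fig. 4d, read by eye, against 1.27 and 0.946 here.

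The paper states that more of the 27 transcripts were changed than were found here, 17 against 15, with 10 unchanged against 12 and 10 inverse pairs against 8. GRMZM2G020805_T01 (FDR 0.0717) and GRMZM2G067743_T03 (FDR 0.0599) account for the difference. Among the alternatives set before the data were examined, unique reads and DESeq2 gave 17 changed transcripts and 10 inverse pairs, though with unique reads GRMZM2G135978_T01 took the place of GRMZM2G067743_T03. Library size only gave 10 inverse pairs and 5 in the same direction, with 15 changed transcripts. It raised the median log2 fold change of transcripts with a mean of at least 1 CPM under severe stress by 0.105. With unique reads and with library size only, transcript and miRNA changed under the same stress in 9 of the 10 inverse pairs, against 8 of 8 here, since GRMZM5G848945_T02 then passed the threshold only under mild stress and miR393a, c-5p changed only under severe stress in the paper's values. On simulated counts 31.6% of DESeq2's calls were false, but only 200 of 46599 transcripts were changed there. That share does not carry over to severe stress, where 29.5% of the tested transcripts were changed. At least 1 CPM in at least 3 samples gave 16 changed transcripts and 9 inverse pairs, the likelihood ratio test and the exact test 13 and 6, and the fit of only the 2 treatments compared 13 and 8. A minimum of 1 CPM in all replicates of a treatment, which was chosen after seeing the values, gave 17 changed transcripts and 10 inverse pairs. Its log2 fold changes lay within 4.9e-06 of Table S7, against 0.032 in the main fit. The paper's text does not name its filter, but a filter of this kind is enough to account for the different calls.

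The paper states that ZmPho2 was significantly more abundant under severe stress, while its FDR was 0.0832 here with a log2 fold change of 0.24. The threshold was passed with at least 1 CPM in at least 3 samples (FDR 0.0483), with library size only (FDR 0.0234), with reads summed per gene (FDR 0.04) and without severe stress replicate 5 (FDR 0.0412), all set before the data were examined, and with at least 1 CPM in all replicates of a treatment (FDR 0.0453), which was chosen after seeing the values. With library size only, the median of the transcripts with a mean of at least 1 CPM rose about as much as ZmPho2. The minimum of 1 CPM in all replicates of a treatment also gave the log2 fold changes of Table S7 to within 4.9e-06. A filter of that kind is therefore enough to account for the paper's call.

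The paper states that both ubiquitin conjugating enzyme transcripts targeted by miR399-5p were more abundant under water deficit. Table S7 annotates the listed transcripts as ubiquitin. GRMZM2G419891_T05 was more abundant under severe stress (log2 fold change 0.45, FDR 0.0434) but not under mild stress (-0.03, FDR 0.964), and GRMZM2G409726_T03, marked as not detected in Table S7, was not changed under severe stress (-0.05, FDR 0.951). Another transcript of the latter gene that holds most of its reads, GRMZM2G409726_T01, was more abundant under severe stress (0.39, FDR 0.00173), also with unique reads (0.35, FDR 0.00175) and with the replicate block (FDR 0.0395), and passed the threshold in all 9 fits that each left out 1 library. It was not changed under mild stress (-0.02, FDR 0.93).

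Table S7 marks 6 transcripts as not detected that reached the CPM minimum here, among them AC195860.3_FGT006 with 21203 reads over the 9 libraries.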

Other observations

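The 3 comparisons of treatments and the fits with unique reads and with reads summed per gene were set before the data were examined. The other tests in this part were chosen after the changed transcripts had been counted, and before the result of each test was known.

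Whether degradome targets respond to severe stress more often than other transcripts was tested with 10000 random lists matched on mean CPM in 20 bins. Of the 200 tested transcripts of Table S7, 41% were changed under severe stress, against a median of 36.5% in the random lists (95% of the lists between 30.5% and 43%). The count lay at percentile 90.5, within the random lists, so no excess was found.

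Whether targets move against their miRNA was tested over the 36 pairs of a tested transcript of Table S7 and a miRNA that the paper calls changed under severe stress. In 19 of the pairs the directions were opposed, against a median of 18 (95% of them between 15 and 21) in 10000 permutations of the changes among the 10 miRNAs, at percentile 69.7. No excess of opposed pairs was found. With 10 miRNAs, of which 7 fell, only a strong excess was detectable.

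In 82 of 9863 genes with at least 2 tested transcripts, one transcript was more abundant and another less abundant under severe stress. With unique reads, 10 of these 82 genes (12.2%) still had both. Reads shared between the transcripts of a gene may account for some of the others. Fewer reads also leave fewer changes detectable, and only 48% of all changed transcripts with shared reads passed with unique reads. How many of the opposed changes come from shared reads was therefore not determined. A switch between transcripts was not shown for the genes that did not keep both. In 27 of the 82 genes the sum over transcripts was not changed.

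Changes under mild and severe stress resembled each other, with a Spearman's rho of 0.455 across 33201 transcripts, which are not independent replicates. Both comparisons share the well-watered libraries. With different well-watered replicates for each stress, in 3 ways of dividing them and with a pseudocount of 0.5, rho was still 0.231 to 0.28. Fewer controls for each stress also lower rho, so how much of the value of 0.455 comes from the shared controls was not determined.

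Among all tested transcripts outside the listed targets, the largest rises under severe stress that every replicate showed were those of GRMZM2G110567_T01 on chromosome 10 (92550634 to 92552658), from 0 CPM to 30.9 ± 23 CPM (SD, n = 3, log2 fold change 13.25, FDR 0.00017), and GRMZM2G422750_T03 on chromosome 4 (192758391 to 192761788, log2 fold change 12.50, FDR 0.00073), of whose reads 3.91% were unique (log2 fold change with unique reads 7.84). The largest falls were those of GRMZM2G401975_T01 on chromosome 10 (139062310 to 139063757), from 3.43 to 0 CPM (log2 fold change -10.20, FDR 5.04e-05), and GRMZM2G169240_T01 on chromosome 10 (19075536 to 19077433), from 48.1 to 0.223 CPM (log2 fold change -7.83, FDR 2.95e-07), with 5.77% unique reads. GRMZM2G401975_T01 also fell under mild stress (log2 fold change -8.23, FDR 0.000819), as did GRMZM2G118821_T01 on chromosome 1 (258412803 to 258415007, log2 fold change -6.20, FDR 0.00231). The largest rises under mild stress were those of GRMZM2G042639_T08 on chromosome 1 (43125203 to 43126948, log2 fold change 8.74, FDR 0.0145), which did not pass the threshold with unique reads (FDR 0.249, 3.23% unique), and GRMZM2G034421_T01 on chromosome 8 (118496550 to 118498937, log2 fold change 7.79, FDR 0.000589). Where the abundance in a treatment is 0 CPM, the size of the log2 fold change is set by the prior count of the fit (0.125). No explanation was tested for these transcripts.

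Between severe and mild stress, the largest rises were those of GRMZM2G132169_T01 (Laccase-13 in the reference gene table, log2 fold change 10.83, FDR 0.0355), at 5.78 ± 8.01 CPM (SD, n = 3) under severe stress with 3.72% unique reads, and GRMZM2G026523_T01 on chromosome 6 (147008483 to 147013496, log2 fold change 9.42, FDR 0.000315). The largest falls were those of GRMZM2G143530_T01 (log2 fold change -5.24, FDR 8.96e-05) and GRMZM2G700321_T01 (log2 fold change -4.49, FDR 0.000176), which lie near each other on chromosome 7 (167427179 to 167428943 and 167523073 to 167524737). GRMZM2G143530_T01 was at 8.09, 2.19 and 0.0635 CPM and GRMZM2G700321_T01 at 9.96, 2.1 and 0.102 CPM under well-watered, mild and severe conditions. No explanation was tested for this.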
